# Dentin matrix protein 1 and HUVEC-ECM scaffold promote the differentiation of human dental pulp stem cells into endothelial lineage: implications in regenerative medicine

**DOI:** 10.3389/fphys.2024.1429247

**Published:** 2024-07-08

**Authors:** Amudha Ganapathy, Karthikeyan Narayanan, Yinghua Chen, Cassandra Villani, Anne George

**Keywords:** dental pulp stem cells, dentin matrix protein 1, human vascular endothelial cells, endothelial cells, endothelial cell differentiation, angiogenesis, tissue regeneration

## Abstract

Reprograming of the dental pulp somatic cells to endothelial cells is an attractive strategy for generation of new blood vessels. For tissue regeneration, vascularization of engineered constructs is crucial to improve repair mechanisms. In this study, we show that dentin matrix protein 1 (DMP1) and HUVEC-ECM scaffold enhances the differentiation potential of dental pulp stem cells (DPSCs) to an endothelial phenotype. Our results show that the differentiated DPSCs expressed endothelial markers CD31 and VE-Cadherin (CD144) at 7 and 14 days. Expression of CD31 and VE-Cadherin (CD144) were also confirmed by immunofluorescence. Furthermore, flow cytometry analysis revealed a steady increase in CD31 and VE-Cadherin (CD144) positive cells with DMP1 treatment when compared with control. In addition, integrins specific for endothelial cells were highly expressed during the differentiation process. The endothelial cell signature of differentiated DPSCs were additionally characterized for key endothelial cell markers using gene expression by RT-PCR, Western blotting, immunostaining, and RNA-seq analysis. Furthermore, the angiogenic phenotype was confirmed by tubule and capillary sprout formation. Overall, stimulation of DPSCs by DMP1 and use of HUVEC-ECM scaffold promoted their differentiation into phenotypically, transcriptionally, and functionally differentiated bonafide endothelial cells. This study is novel, physiologically relevant and different from conventional strategies.

## Introduction

Angiogenesis is a crucial physiological process for wound healing, tissue repair, and regeneration. (DiPietro, 2016; Shi et al., 2023). During bone development and regeneration, the growth of blood vessels are coupled with osteogenesis (Boston et al., 2021; Schott et al., 2021). Blood vessels are important for the transport of nutrients, oxygen, ions, circulating cells and facilitate the removal of metabolic waste (Rademakers et al., 2019). They also provide instructive signals for organogenesis. The growing body of evidence indicates that the absence of a functional and appropriate vascular network may result in necrosis and impaired bone formation (Lee et al., 2021; De Silva et al., 2023).

Human dental pulp stem cells (hDPSCs) are neural crest derived adult stem cells with multi-differentiation potential (Janebodin et al., 2011). DPSCs show remarkable versatility and respond to extracellular cues by altering their phenotype (Kim et al., 2012). Several studies have shown that DPSCs have the potential to favor angiogenesis via paracrine mechanisms (Mattei et al., 2021; Delle Monache et al., 2022). Therefore, DPSCs would be an ideal cell source for generating vasculogenic endothelial cells (ECs).

The extracellular matrix (ECM) provides physical and mechanical support to the embedded cells. Earlier reports shows that tissue specific ECM signature provides instructional cues for organogenesis, cellular differentiation, migration, wound healing, immune response, and tissue remodeling (Xia et al., 2018; Kim et al., 2023). Specifically, ECM bound functional biomacromolecules (e.g., growth factors) provide spatial, chemical, and functional cues (Lutolf and Hubbell, 2005). Published reports show the influence of ECM on stem cell differentiation (Novoseletskaya et al., 2019). Therefore, recent engineering strategies have focused on mimicking the ECM composition of ECs to stimulate angiogenesis and tissue regeneration (Pina et al., 2019; Xie et al., 2021).

ECs secrete specific matrix macromolecules, which play a vital role in enabling the differentiation of stem cells into ECs (Davis and Senger, 2005). Notably, the ECM derived from ECs consists of isoforms of collagen type IV, laminin, heparan sulfate, proteoglycans (and nidogen-1/nidogen-2 (Witjas et al., 2019). These components serve as both structural and signaling proteins, as well as facilitating cell attachment and viability. Cell-cell and cell-matrix adhesions are mediated by cadherins and integrins and are important players in the development of ECs. Both these adhesion receptors have been implicated in cell survival, cytoskeletal organization and cell migration (Aman and Margadant, 2023). VE-cadherin expression is tissue-specific and exclusive to ECs. In addition to its adhesive functions, VE-cadherin regulates various cellular processes such as cell proliferation and apoptosis and modulates vascular endothelial growth factor receptor function, therefore, VE-cadherin is essential during embryonic angiogenesis (Vestweber, 2008).

ECM from several types of ECs have been successfully used to differentiate human mesenchymal stem cells into endothelial lineage cells in 2D or 3D culture settings (Gong et al., 2017). Furthermore, stem cells derived from human exfoliated deciduous teeth, when cultured on the ECM of HUVECs for 7 days, expressed CD31 and VEGFR2. Additionally, these cells were functionally assessed through a tube formation assay on Matrigel (Gong et al., 2017; Xu et al., 2019).

Dentin matrix protein 1 (DMP1) is a bone and tooth-specific non-collagenous ECM protein initially identified from the dentin matrix. DMP1 is highly anionic and rich in aspartic acid, glutamic acid and serine residues (George and Veis, 2008). Apart from its role in matrix mineralization (Hao et al., 2004), DMP1 can function as a signaling molecule impacting osteoblast and odontoblast differentiation at several stages of development (Ravindran and George, 2014). DMP1 is an essential factor in the terminal differentiation of ectomesenchyme-derived neural crest cells into functional odontoblasts (Narayanan et al., 2001). Extracellular DMP1 is endocytosed via the cell surface receptor GRP78 (Ravindran et al., 2008) and triggers calcium mediated signaling events resulting in the differentiation of preosteoblasts to osteoblasts (Eapen et al., 2010).

In the current study, we show that, DMP1 enhances the differentiation of DPSCs cultured on HUVEC-ECM scaffold towards an EC phenotype. The EC signature of differentiated DPSC cells were characterized using gene expression by RT-PCR, immunostaining, and RNA sequencing analysis. Furthermore, the functional assessment of the differentiated cells was conducted using tube formation and sprout assay. Understanding the role of vasculogenic ECM and the influence of DMP1 as a signaling molecule on DPSCs transformation into ECs is key to the field of regenerative vascular medicine.

## Materials and methods

### Cell culture

Human Dental pulp Stem Cells (hDPSCs), as provided by Dr. Shi from the University of Pennsylvania, were cultured in α-minimum Eagle’s medium from Thermo Fisher Scientific (Waltham, MA). This medium was supplemented with 20% fetal bovine serum (FBS) and 1% Antibiotic-Antimycotic (100X), both from Thermo Fisher Scientific. The cells were maintained at 37°C and 5% CO_2_. When the cells reached approximately 90% confluence, they were subcultured at a 1:3 ratio (passage). Cells from passages 3 to 6 were utilized in all experiments.

### HUVEC-ECM preparation

A non-enzymatic cell lysis procedure was employed to produce ECM from human umbilical vein endothelial cells (HUVEC-ECM) as described earlier (Narayanan et al., 2014). Briefly, HUVECs were seeded onto 6 well plates coated with 0.2% gelatin at a density of 0.3 × 10^6^ per well in EBM-2 media (EBM-2, Lonza, Morristown, NJ). After reaching 90% confluence, cells were decellularized with 20 mM ammonium hydroxide (Thermo Fisher Scientific) for 5 min, followed by a PBS wash to obtain HUVEC-ECM. The plates containing HUVEC-ECM were used immediately or stored at 4°C in PBS containing 1% antibiotic-antimycotic solution until further use.

### Differentiation of DPSCs on HUVEC-ECM

DPSCs were seeded at a density of 0.3 × 10^6^ cells per well onto plates coated with HUVEC-ECM and cultured in EBM-2 media supplemented with 10% FBS. When needed DMP1 (500 ng/mL) (Eapen et al., 2010) was added to the media. The cells were fed with fresh prepared media every other day.

### Immunofluorescence staining

DPSC cells were cultured on a HUVEC-ECM coated cover glass for 7 and 14 days, with and without DMP1 stimulation. The cells were then fixed for 1 hour at 4°C in 10% neutral formalin. The cells were rinsed with PBS and permeabilized with 0.5% Triton X-100 in PBS for 10 min at room temperature. Subsequently, the cells underwent blocking with 5% BSA in PBS for 1 h. Specific primary antibodies against CD31 and VE-Cadherin (CD144) (ab28364, ab33168, Abcam, Cambridge, MA), vWF, GRP78 (sc-365712, sc-166490, Santa Cruz Biotechnology, Dallas, TX) and VEGR2 (rabbit, #2479, Cell Signaling Technology) were added and incubated overnight at 4°C. Fluorescent secondary antibodies (Thermo Fisher Scientific), goat anti-rabbit Alexa Fluor 594, goat anti-mouse Alexa Fluor 488 were added for 2 h at room temperature. The cover glass was attached to a glass slide using a Mounting Medium with DAPI (Vector Laboratories, Inc., Newark, CA). Following this, the cells were imaged using a Zeiss 710 Meta Confocal Microscope at the UIC RRC Facility.

### Real-time quantitative PCR

DPSCs stimulated with and without DMP1were cultured on HUVEC ECM plates. Total RNA was isolated using Trizol reagent (Invitrogen, Waltham, MA) according to the manufacturer’s protocol. The purity (A260/A280) and concentration of RNA were determined using a NanoDrop 2000 spectrophotometer (Thermo Scientific, Waltham, MA, United States). Using the Maxima First Strand cDNA Synthesis Kit with dsDNase (Thermo Scientific, Waltham, United States), reverse transcription of cDNA was carried out in accordance with the manufacturer’s instructions. The FastStart Universal SYBR green master reagent (Roche diagnostics, Indianapolis, IN, United States) was used for RT-qPCR utilizing ABI StepOnePlus instrument (Thermo Fisher Scientific). The gene expression levels were estimated by the 2^−ΔΔCT^ method with the *GAPDH* gene expression level as an internal control. Oligo DNA primers were synthesized by IDT (Integrated DNA Technologies, Inc.) and are listed in Table 1.

**TABLE 1:** Primers for 8 upregulated genes involved in endothelial differentiation and housekeeping gene GAPDH as an endogenous reference.

*Genes*	*Forward Primer (5′-3′)*	*Reverse Primer (5′-3′)*
*CD31*	*CTG CCA GTC CGA AAA TGG AAC*	*CTT CAT CCA CCG GGG CTA TC*
*VE-Cadherin*	*TTG GAA CCA GAT GCA CAT TGA T*	*TCT TGC GAC TCA CGC TTG AC*
*vWF*	*TGC AAC ACT TGT GTC TGT CG*	*CGA AAG GTC CCA GGG TTA CT*
*VEGFA*	*AGG GCA GAA TCA TCA CGA AGT*	*AGG GTC TCG ATT GGA TGG CA*
*ITGA6*	*TTG AAT ATA CTG CTA ACC CCG*	*TCG AAA CTG AAC TCT TGA GGA*
*ITGAV*	*AAT CTT CCA ATT GAG GAT ATC AC*	*AAA ACA GCC AGT AGC AAC AAT*
*ITGB3*	*CCG TGA CGA GAT TGA GTC A*	*AGG ATG GAC TTT CCA CTA GAA*
*ITGB4*	*AGA CGA GAT GTT CAG GGA CC*	*CCT CTC CTC TGT GAT TTG GAA*
*GAPDH*	*GGA GCG AGA TCC CTC CAA AAT*	*GGC TGT TGT CAT ACT TCT CAT GG*

### Functional assessment of differentiated DPSCs

#### Tube formation assay

The capability of differentiated DPSCs to form tubule-like structures was determined using a tube formation assay. DPSCs stimulated with and without DMP1 were first cultured for 7 days. The cells were collected using Accutase (Thermo Fisher Scientific) and centrifuged for 200 g for 5 min. The control and differentiated DPSCs (2 × 10^4^) were seeded in the solidified Matrigel (50 μL, BD Bioscience, San Jose, CA) in a 96-well plate and incubated at 37°C. The formation of tubular structures was examined, and images were obtained at different time points (2, 4, and 24 h) using a light microscope (EVOS, Thermo Fisher Scientific). Measurements of tube length, number of branches, number of loops, and average loop area were quantitatively measured using “Tube formation FastTrack AI Image Analysis” (MetaVi Labs Inc., Germany).

#### Spheroid sprouting assay

Spheroid sprouting assay was performed to investigate the functional ability of DPSC-derived ECs according to published protocol (Heiss et al., 2015). 25 µL of suspension containing differentiated DPSCs (∼1000 cells) in α-MEM containing 20% Methylcellulose (Sigma-Aldrich, ST. Louis, MO) was pipetted onto petri-dishes (Fisher Scientific). Spheroids were formed via hanging-drop method for 24 h at 37°C. The spheroids (∼35) were collected and centrifuged at 200g for 5 min, re-suspended in EBM-2 media with methylcellulose (0.5% w/v) supplemented with 20% FBS and kept on ice until used. In a separate tube, spheroid mixture containing rat tail collagen type I (3.5 mg/mL, Thermo Fisher Scientific, Waltham, MA), Medium 199 (Thermo Fisher Scientific, Waltham, MA, and NaOH (1 M) in a ratio of 8:1:1 respectively was prepared on ice. Following this, 1 mL of the spheroid mixture (∼20 spheroids, prepared with equal volume of collagen solution and spheroid solution) was transferred to a pre-warmed (37°C) 24-well plate. Upon polymerization of the mixture at 37°C for 30 min, 0.2 mL of EBM2 was added to each well and incubated at 37°C for 24 h. Images of ten spheroids per well were captured using a Zeiss microscope. The images were then analyzed for number and length of sprouts using ImageJ.

### Flow cytometry analysis and cell sorting

DPSCs were cultured on the HUVEC-ECM with or without DMP1. After 7 days of differentiation the cells were collected using Accutase (Thermo Fisher Scientific) and centrifuged at 300 g for 5 min, washed with PBS, and then treated with an antibody for 40 min at room temperature in the dark. The antibodies used were BD Pharmingen™ FITC Mouse Anti-Human CD31 (BD Biosciences, San Jose, CA), BD Pharmingen™ APC Mouse Anti-Human CD144 (BD Biosciences), and FITC or APC labelled isotype match IgG (BD Biosciences) as control. Subsequently, the cells were washed with PBS and suspended in Stain Buffer (BD Bioscience, San Jose, CA). For CD31 and VE-Cadherin (CD144) expression analysis, at least 20,000 cells were recorded using the CytoFLEX flow cytometry instrument at the UIC RRC facility and analyzed with FlowJo software (BD Biosciences). In addition, based on the expression levels of CD31 and VE-cadherin (CD144), flow cytometry sorting was conducted using a Moflo Astrios EQ device (UIC RRC facility). The pre-sorted and post-sorted DPSCs were used for RNA Seq-Analysis.

### RNA Seq-Analysis

Total RNA was extracted from post-sorted and pre-sorted DPSCs as described above, and from HUVECs serving as reference. RNAseq was performed by LC Sciences (Houston, TX). The genes counts obtained from bulk mRNA sequencing were imported to R/RStudio (R Core Team, 2024) for gene expression analyses. Ensembl count identifiers were converted to gene symbol annotation using the R package *org.Hs.eg.db* (Carlson, 2017). An EC marker list was obtained from PanglaoDB (Franzén et al., 2019) and uploaded to R/RStudio (R Core Team, 2024) and filtered to keep only genes that had a human specificity of 0.5 or greater, followed by Ensembl gene annotations for analysis. R package, *edgeR* (Robinson et al., 2010; McCarthy et al., 2012; Chen et al., 2016) was used for trimmed mean of means (TMM) normalization. One way ANOVA and Tukey HSD tests were performed on the normalized expression values using the *AICcmodavg* (Mazerolle et al., 2023) package. A gene is considered significantly differentially expressed if the adjusted *p*-value is less than 0.05% with fold change greater than 2. Heat maps of specified gene sets were plotted using the *ComplexHeatmap* (Gu et al., 2016; Gu, 2022) package. The Database for Annotation, Visualization, and Integrated Discovery (DAVID) (https://www.ncbi.nlm.nih.gov/pubmed/35325185) was employed to identify Gene Ontology pathways that were enriched in the sorted DMP1 treated groups.

### Western blot analysis

Differentiated DPSCs were harvested using a cell scraper, centrifuged for 15 min at 12,000 rpm and the cell pellets were lysed in RIPA buffer (Cell Signaling Technology, Danvers, MA) supplemented with 1% proteinase inhibitor cocktail (Millipore Sigma, Burlington, MA). The mixture was incubated on ice for 30 min with gentle shaking and was subsequently centrifuged at 14,200 rpm at 4°C for 30 min. The resulting supernatant was utilized as the total cellular proteins. The concentration was determined using Bio-Rad Protein Assay Dye Reagent Concentrate (Bio-Rad Laboratories, Hercules, CA) with BSA (Millipore Sigma) employed as a standard. Subsequently, 50 μg of the proteins were separated by electrophoresis on an SDS-PAGE gel and transferred to a PVDF membrane (Bio-Rad Laboratories) at 20 V, overnight. The membranes were probed with specific primary antibodies, secondary HRP-linked anti-IgG antibody, and visualized using ECL Western Blotting Substrate (Thermo Fisher Scientific) following the manufacturer’s instructions and described previously (Chen et al., 2021). Primary antibodies were: CD31 (Rabbit polyclonal, Abcam), VEGFA (Rabbit polyclonal, Abcam), VE-Cadherin (Rabbit mAb, Cell Signaling Technology), ITGB4 (Rabbit, Cell Signaling Technology), ITGB3 (Rabbit, Cell Signaling Technology), ITGA6 (Rabbit, Cell Signaling Technology), ITGAV (Rabbit, Cell Signaling Technology), ACTIN (Mouse mAb, Cell Signaling Technology).

### Statistical analysis

The data was reported as the mean and standard deviation derived from a minimum of 3 independent experiments. Statistical significance was assessed using the student’s t-test. Significance was attributed to *p*-values of ≤0.05 and ≤0.01.

## Results

### Characterization of HUVEC-ECM

ECM extracted from HUVECs were isolated and characterized for key ECM proteins based on previously published studies (Kusuma et al., 2012). Immunohistochemical analysis revealed the presence of collagen IVA, fibronectin, and laminin 1 in the HUVEC-ECM (Figures 1A1–1A3). The absence of DAPI staining (data not shown) indicated specific staining for proteins in the ECM.

**FIGURE 1:**
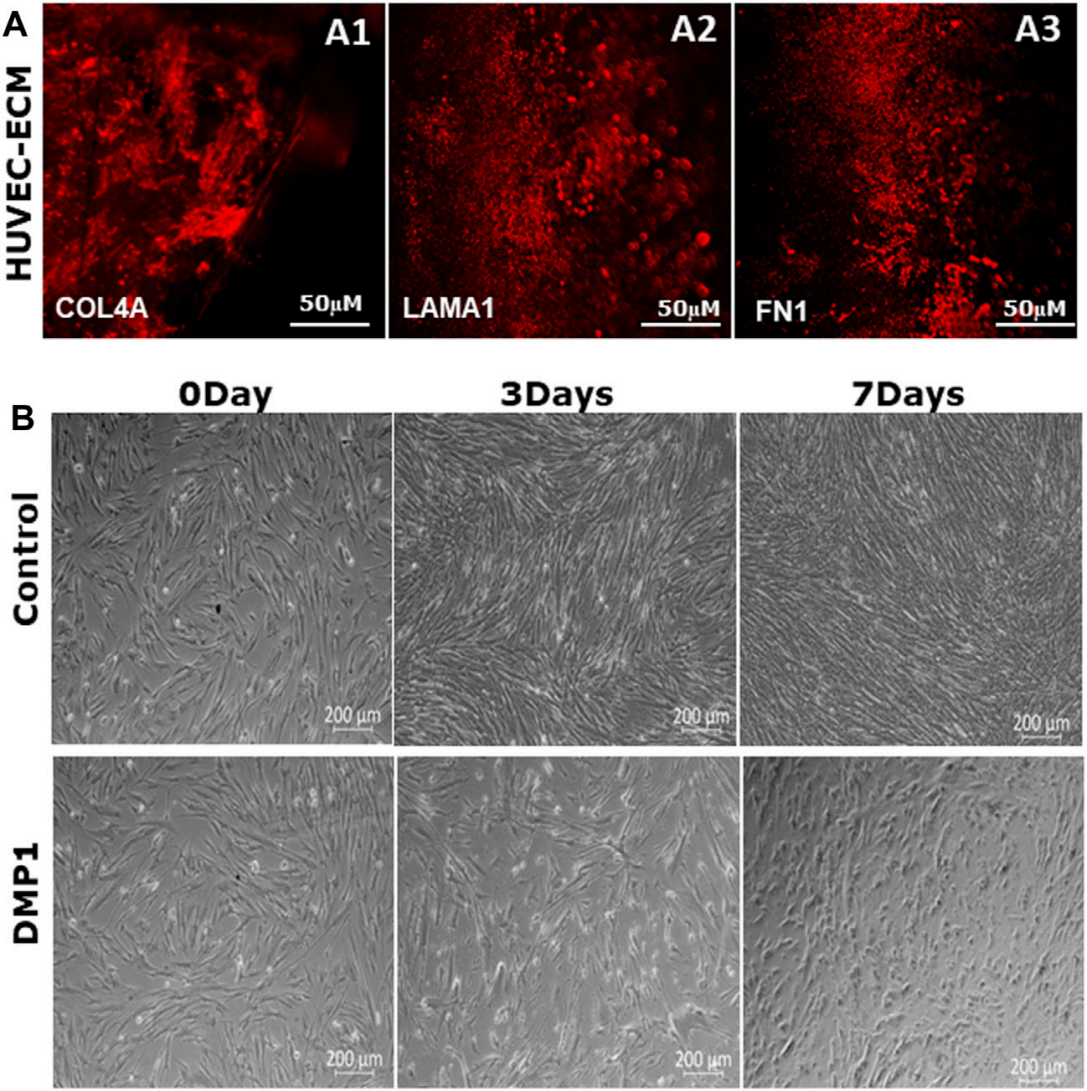
Characterization of decellularized HUVEC-ECM. **(A)** Representative images of immunofluorescence staining to demonstrate the presence of key HUVEC proteins in the ECM. ECM proteins shown are collagen type IV **(A1)**, laminin **(A2)** and fibronectin **(A3)**. **(B)** Representative phase-contrast microscopic images showing the morphology of DPSCs seeded on either HUVEC-ECM or HUVEC-ECM supplemented with DMP1 for 0, 3 and 7 days. Scale bar: 50 µm **(A)**; 200 µM **(B)**.

### Morphological changes of differentiated DPSC

DPSCs seeded on HUVEC-ECM exhibit distinct morphologies. DPSCs cultured on HUVEC-ECM for 3 and 7 days exhibited an elongated morphology with negligible number of spindle-shaped cells (Figure 1B, Control). In contrast, the addition of DMP1 and culturing for 3 days resulted in long spindle shaped cells which gradually transformed into smaller, spindle-shape cells at 7 days (Figure 1B, DMP1), indicating the influence of DMP1 on the differentiation of DPSCs into ECs cultured on HUVEC-ECM.

### Endothelial cell differentiation of DPSCs by HUVEC-ECM with DMP1

To demonstrate the differentiation of DPSCs into ECs under HUVEC-ECM with DMP1 conditions, flow cytometry analysis was performed by labeling the cells with CD31 FITC, CD144-APC (Figures 2A, B). Our results revealed that under HUVEC-ECM with DMP1 conditions, the CD31-FITC positive cell population of DPSCs was 34% at 7 days and 41% at 14 days (Figure 2A1), whereas under HUVEC-ECM alone, these percentages were notably lower at 7% and 24% for 7 and 14 days (Figure 2A1), respectively. Similarly, the CD144-APC positive cell population of DPSCs was substantially higher under HUVEC-ECM with DMP1 conditions compared to HUVEC-ECM alone, at 9% vs. 41% for 7 days and 28% vs. 47% for 14 days (Figure 2B1). These observations indicate that HUVEC-ECM contributes to the differentiation of DPSCs to endothelial-like cells; however, DMP1 synergistically enhanced the efficacy of the differentiation.

**FIGURE 2:**
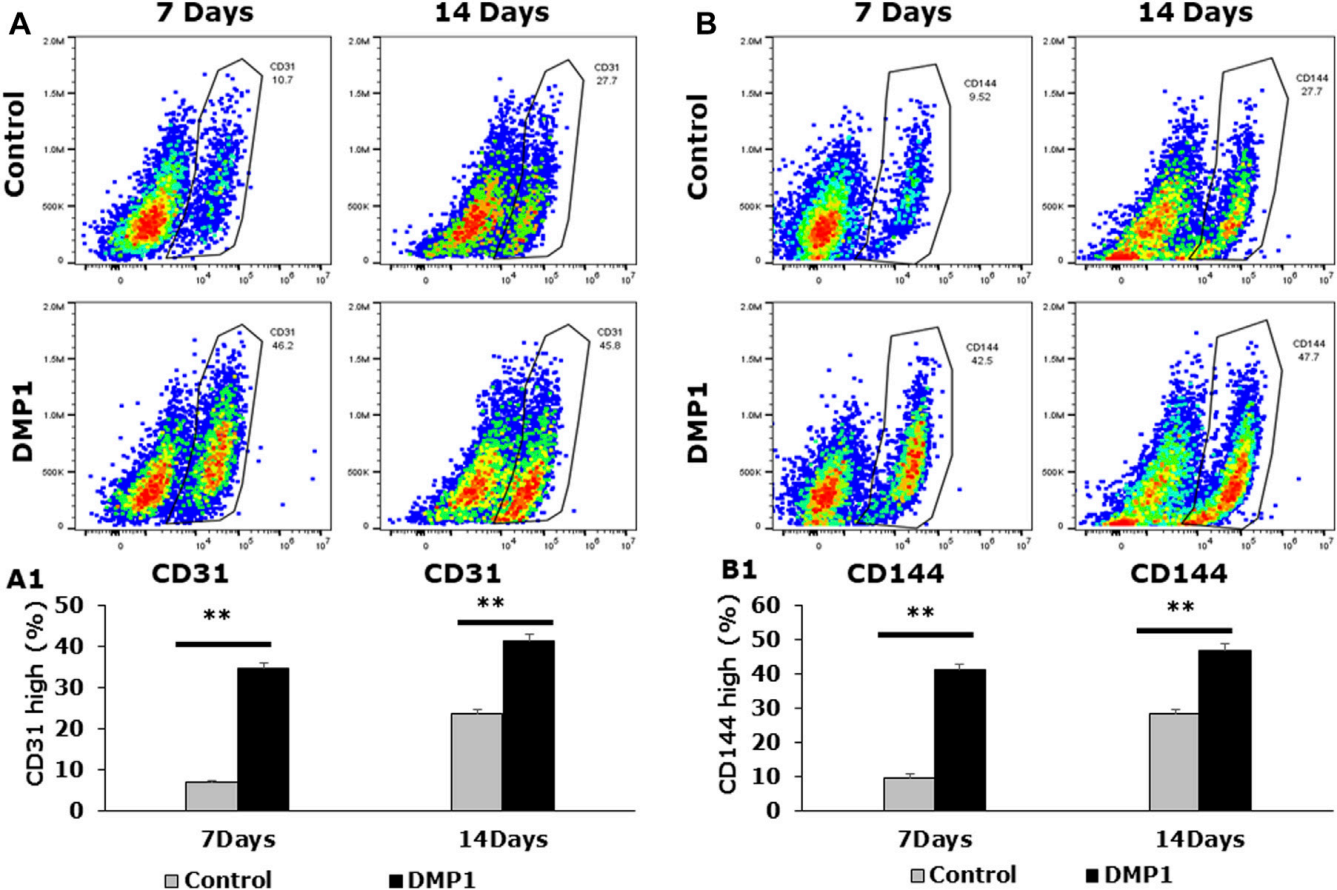
Detection of endothelial-specific surface markers in differentiated DPSCs. Flow cytometric analyses were carried out on differentiated DPSCs either for 7 or 14 days to evaluate the expression of CD31 **(A)** and VE-Cadherin (CD144) **(B)**. The flow cytometric profile of the differentiated DPSCs, either in the presence or absence of DMP1 displaying the fluorescence intensity on the x-axis and cell number on the y-axis, are presented. Mean and SD of CD31^+^ cells **(A1)** and CD144^+^ cells **(B1)** from three independent analyses are graphically represented. **: *p* < 0.01.

### Endothelial-related gene and protein expression of differentiated DPSCs

DPSCs differentiated into ECs were further analyzed for endothelial cell signatures. Gene expressions for *CD31* and *vWF*, two well-known endothelial cell biomarkers were significantly higher in DPSCs differentiated in the presence of DMP1 (Figures 3A, B). Similarly, the expression of VE-Cadherin (CD144), a pivotal gene involved in endothelial cell junctions, showed a marked elevation in the presence of DMP1 (Figure 3C). The pro-angiogenic *VEGFA* was upregulated in differentiated DPSCs with DMP1 (Figure 3D), as well as *ANGPT1* to a lesser degree (Figure 3E). Finally, *ENG*, a component of the TGFβ receptor complex in ECs, were found to be slightly but significantly elevated in DPSCs treated with DMP1 (Figure 3F). Under the same differentiation conditions, the protein expression of CD31, VE-Cadherin (CD144), and VEGFA (Figure 3G) was elevated in DPSCs in the DMP1 treated group compared to the HUVEC-ECM alone as indicated by protein band densities normalized to β-ACTIN (density ratios indicated above target blot, Figure 3G.). This is further supported by the immunofluorescence analysis conducted at the 7 and 14-day time intervals (Figures 4A, B). Similarly, the expression of VEGFR2 and GRP78 increased with DMP1 stimulation at 7 and 14 days (Figures 4C, D).

**FIGURE 3:**
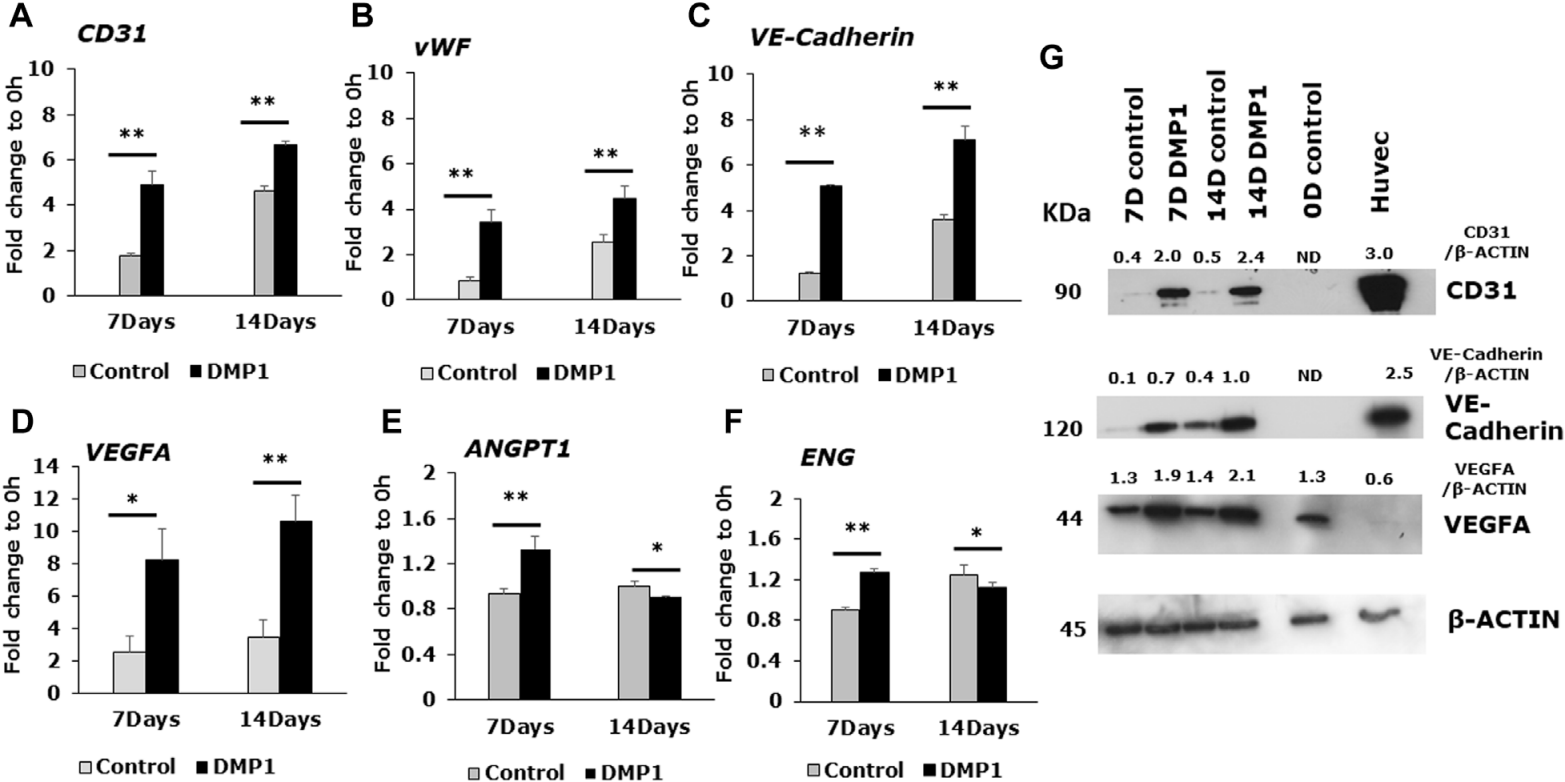
Gene expression analysis of angiogenic specific markers in the differentiated DPSCs. Quantitative RT-PCR was conducted using total RNA to evaluate the expression of key endothelial-specific genes. The bar graphs illustrate the fold changes with standard deviations in the expression of *CD31* **(A)**, *vWF* **(B)**, *VE-Cadherin* **(C)**, *VEGFA* **(D)**, *ANGPT1* **(E)**, and *ENG* **(F)** in DPSC cells cultured in HUVEC-ECM, both in the absence (Control, grey bar) and presence of DMP1 (DMP1, black bar) at 7 and 14 days. Fold changes were calculated with GAPDH as housekeeping gene as described in materials and methods section. *: *p* < 0.05 and **: *p* < 0.01. **(G)** Representative Western blots are shown for key endothelial proteins: VE-Cadherin, CD31 and VEGFA. β-ACTIN served as the internal control. Densitometric analysis of target proteins normalized to β-actin are shown.

**FIGURE 4:**
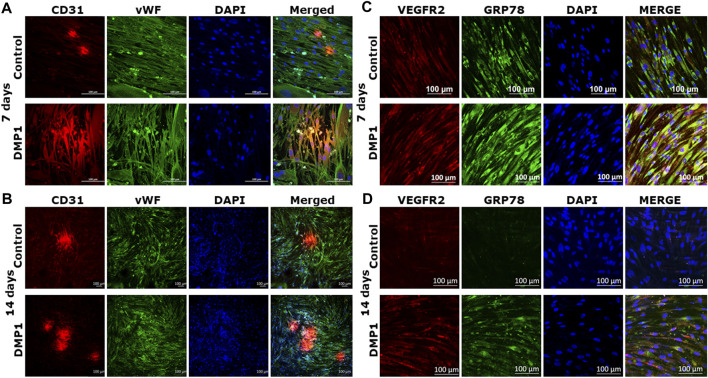
Immunostaining with endothelial markers in the differentiated DPSCs: CD31 and vWF expression of DPSCs differentiated either on HUVEC-ECM (Control), or HUVEC-ECM with DMP1 for 7 days **(A)** and 14 days **(B)** were detected by immunofluorescence. Similarly VEGFR2 **(C)** and GRP78 **(D)** expression levels were higher with DMP1 stimulation at 7 and 14 days. DAPI (blue) was used as nuclear stain. Scale bar = 100 µm.

### Integrin gene and protein expression in differentiated DPSC

Expressions of integrin family members were evaluated at both the mRNA and protein levels in DPSCs following differentiation under HUVEC-ECM conditions, with or without DMP1 (Figure 5). The expression of *ITGA6* (Figure 5A) and *ITGB4* (Figure 5B) exhibited significant increase at 7 and 14 days of differentiation of DPSCs with DMP1, in comparison to the control group. Similarly, the expression of *ITGAV* was significantly higher at 14 days (Figure 5C) while *ITGB3* (Figure 5D) was significantly higher at 7 and 14 days in the presence of DMP1 when compared to the control. Furthermore, Western blot analysis showed that DPSCs differentiated with DMP1 exhibited higher EC-specific protein expression at both 7 and 14 days compared to those cultured in the absence of DMP1 (Figure 5E).

**FIGURE 5:**
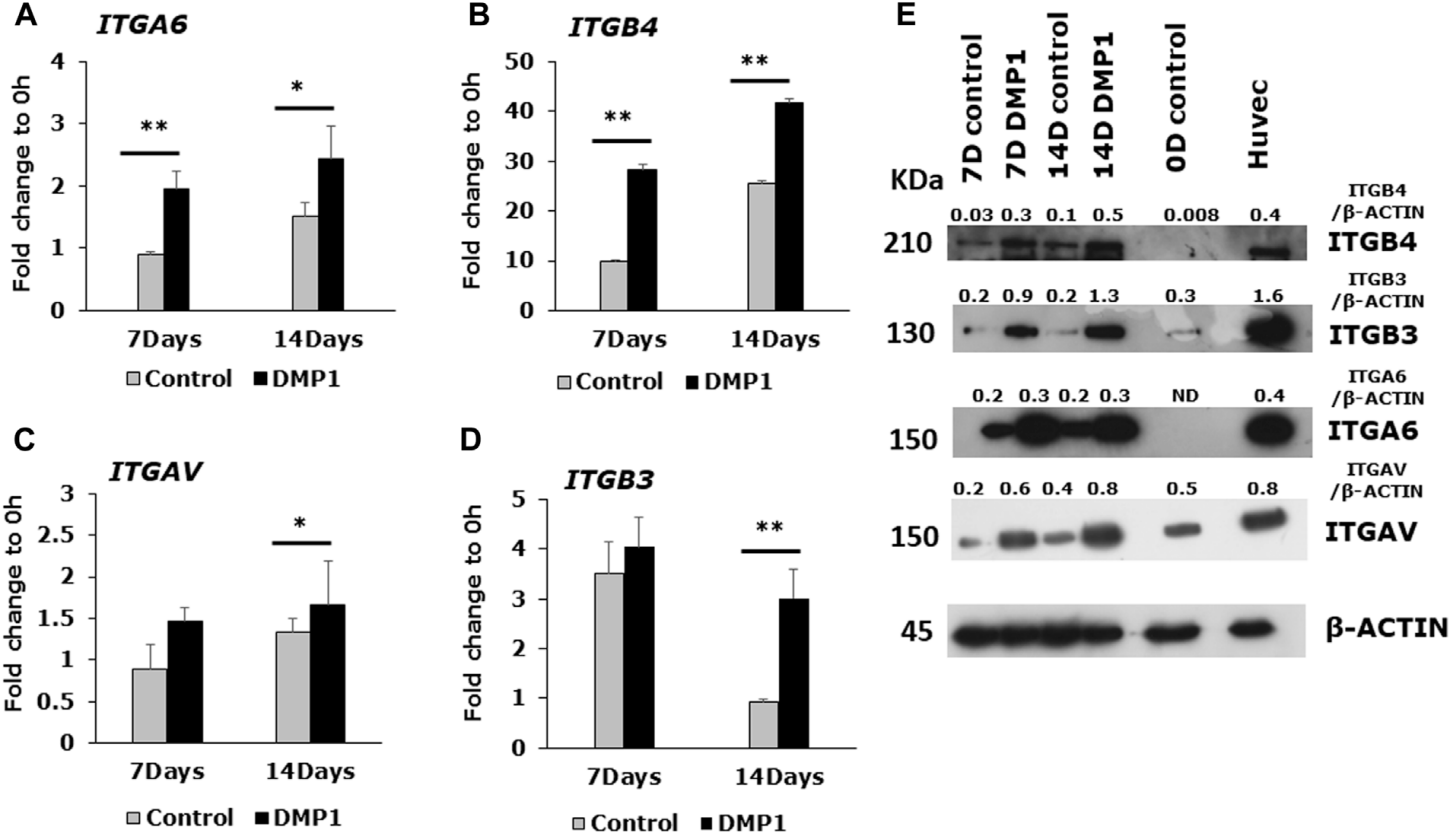
Endothelial cell specific integrin expression in DMP1 mediated differentiated DPSCs. DPSCs were cultured on HUVEC-ECM without (grey bars) or with DMP1 (black bars) for 7 and 14 days. The gene expression of integrin subunits α6 **(A)**, β4 **(B)**, αV **(C)**, β3 **(D)**, were assessed by quantitative RT-PCR. The mean fold change in expression with standard deviation are plotted, with GAPDH as the housekeeping gene. *: *p* < 0.05 and **: *p* < 0.01 indicate significance compared to the control. **(E)** Representative Western blots show the expression of integrin proteins (ITGB4, ITGB3, ITGA6 and ITGAV). β-actin served as the internal control. Densitometrical values of target proteins normalized to β-actin are shown.

### Endothelial cell-like phenotype of differentiated DPSCs

#### Matrigel-based tube formation assay

DPSCs cultured on Matrigel coated with HUVEC-ECM in the presence of DMP1 exhibited adhesion, migration, and the formation of capillary-like tubules. These tubules underwent maturation into tubular networks within 2–24 h, demonstrating a significant enhancement in branching and vascular network tubule formation (Figure 6A, DMP1). In contrast, DPSCs cultured on HUVEC-ECM scaffold without DMP1 stimulation displayed cellular aggregates with sporadic network, followed by tubule aggregation at 24 h (Figure 6A, Control). Quantitative analysis indicated significant increase in tube characteristics, such as length (Figure 6B), branch numbers (Figure 6C), number of loops (Figure 6D), and average loop area (Figure 6E). The endothelial cell markers CD31 and vWF were prominently expressed in the tubes and nodules derived from DPSCs subjected to differentiation using HUVEC-ECM scaffold with DMP1 stimulation (Figure 7A, DMP1 vs. control). Furthermore, the expression of CD31 and vWF was exclusively evident in these cells. Additionally, there was an increase in the expression of VE-Cadherin (CD144) in the spheroids/sprouts derived from DPSCs that underwent differentiation with DMP1 (Figure 7B, DMP1 vs. control).

**FIGURE 6:**
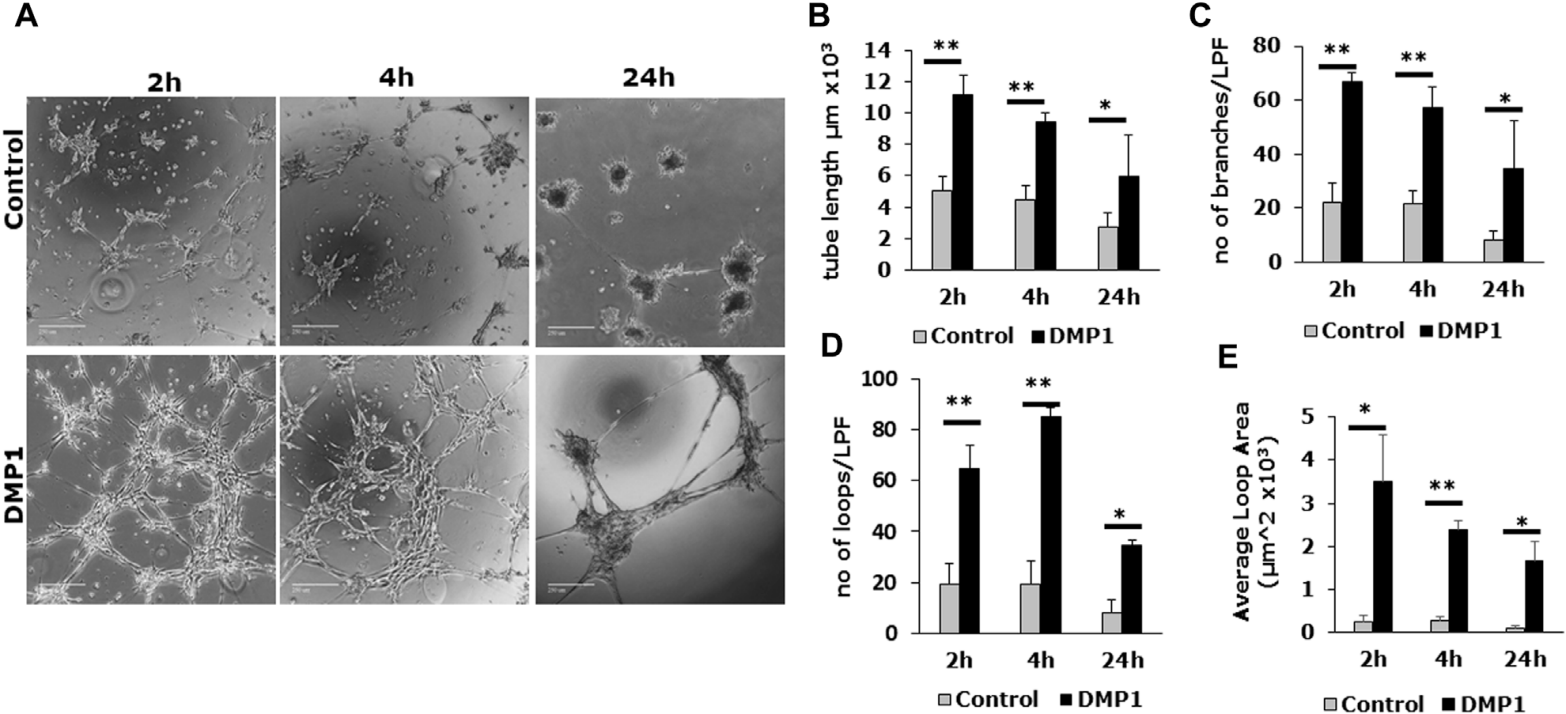
*In vitro* tubule formation assay: Differentiated DPSCs were assessed for tubule formation in Matrigel. **(A)** Representative images depicting the tubule-like network formed by the differentiated DPSCs, in the absence (Control) and presence of DMP1 (DMP1). Scale bar = 1000 µm. Measurements associated with tubule formation in the absence (Control, grey bars) and presence of DMP1 (DMP1, black bars): tube length **(B)**, number of branches **(C)**, number of loops **(D)** and average loop area **(E)**. Mean and SD from three measurements are presented. *: *p* < 0.05 and **: *p* < 0.01.

**FIGURE 7:**
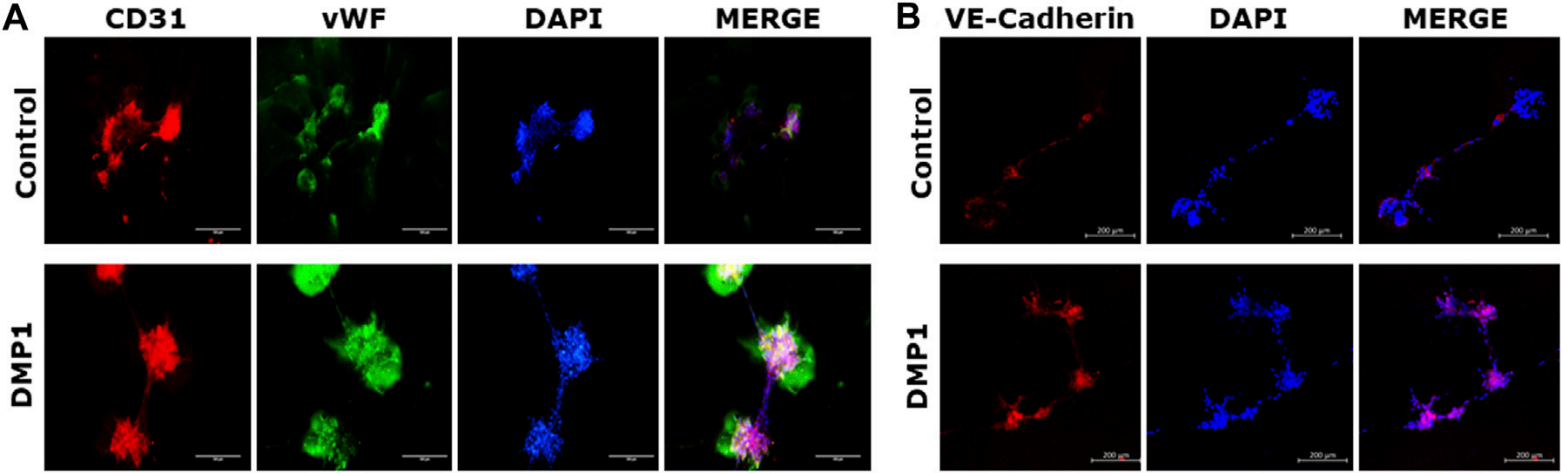
Immunostaining of tubules with endothelial specific markers. The tubule-like network formed on Matrigel by the differentiated DPSCs on HUVEC-ECM either in the absence (control) or in the presence of DMP1 were immunostained to detect endothelial markers. **(A)** immunostaining with CD31 (red) and vWF (green). **(B)** Immunostaing with VE-Cadherin (red). In both **(A,B),** DAPI (blue) represents nuclear staining. Scale bar = 100 µm, 200 µm.

#### Spheroid *sprouting assay*

Spheroids were generated using differentiated DPSCs under HUVEC-ECM, both with and without DMP1. Subsequently, they were embedded in a collagen type I scaffold to facilitate sprout formation, in accordance with the methods outlined. Following a 24-h incubation period, the sprouts originating from differentiated DPSCs under HUVEC-ECM with DMP1 demonstrated a notable increase in number (Figure 8B) and length (Figure 8C) when compared with those generated under HUVEC-ECM alone (Figure 8A, DMP1 vs. control).

**FIGURE 8:**
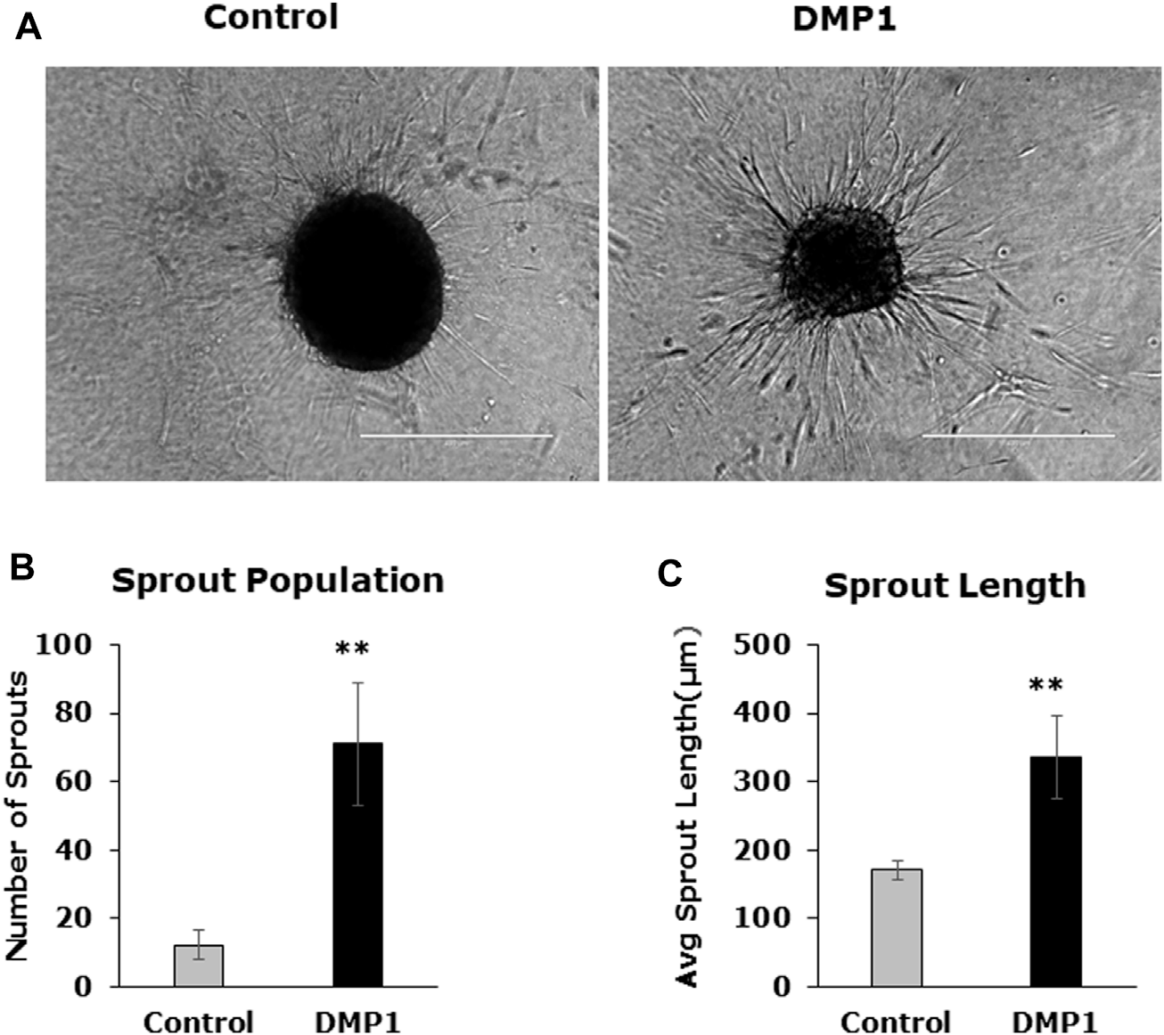
Spheroid sprouting assay. DPSC differentiated in the absence (Control) and presence of DMP1 (DMP1) were allowed to form spheroids by gravitation method. The spheroids were embedded in a collagen sandwich and observed under phase contrast microscope for sprouting after 24 h. Representative images are presented **(A)**. The parameters associated with sprouting such as sprout population **(B)**, and sprout length **(C)** of DPSCS derived EC cultured in HUVEC-ECM without (Control) and with DMP1 (DMP1) are shown. Scale bar = 100 µm.

### RNA seq analysis

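Bulk RNA sequencing covered 8 libraries in 4 groups: HUVECs (primary endothelial cells of the umbilical vein, used as the positive control), DPSCs cultured on HUVEC-ECM without DMP1 (control), unsorted DPSCs cultured on HUVEC-ECM with DMP1 at 500 ng/mL, and the fraction of such DMP1-treated DPSCs sorted by flow cytometry for CD31 and VE-Cadherin (CD144). Each group held 2 libraries. The labels call them biological replicates without saying whether they came from separate donors or cultures, so the p-values measure only the spread between these libraries. DPSCs were collected at 7 days; the labels of the control libraries give no day, and 7 days was taken from the culture protocol. Poly(A) RNA was made into stranded libraries, and the submitters' notes list FastQC, HISAT2, StringTie, edgeR and the genome build hg19 without versions. The counting step, its strand setting and the annotation release are not given in the sources used here. The values are raw counts for 60612 Ensembl gene identifiers, of which 26798 were 0 in every library. Total counts were 41939207 and 47367696 in the HUVEC libraries, 43519585 and 50056047 in the control libraries, 44823386 and 51571407 in the unsorted libraries, and 41207894 and 42538193 in the sorted libraries. The 19897 genes that passed edgeR's filter on low counts were normalized by the trimmed mean of M-values (TMM) and tested with edgeR's quasi-likelihood F test in 1 fit of all 4 groups. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2. Levels are TMM-normalized CPM, as mean ± SD of the 2 libraries of a group. The gene lists, the tests of differential expression and of lists, and the rule for the genes named were fixed before the data were examined, apart from some genes and tests that are named as picked after their values were seen. Gene positions are those of GENCODE 29 on GRCh38, since the counts carry no coordinates.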

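Transcripts of endothelial genes were present in both HUVECs and sorted DPSCs treated with DMP1. Of a list of 60 endothelial genes, 54 reached at least 1 CPM in both HUVEC and both sorted libraries, and 50 reached at least 10 CPM. PECAM1, which encodes CD31 (ENSG00000261371, chromosome 17 from 64319415 to 64413776), stood at 1057 ± 21.4 CPM in HUVECs and 1028 ± 47.3 CPM in sorted DPSCs. CDH5, which encodes VE-Cadherin (ENSG00000179776, chromosome 16 from 66366622 to 66404786), stood at 840 ± 34.4 CPM and 721 ± 27.8 CPM. ENG, the TGFβ co-receptor endoglin, stood at 1159 ± 20.1 CPM and 879 ± 21.1 CPM. KDR, the VEGF receptor VEGFR2 (ENSG00000128052, chromosome 4 from 55078259 to 55125595), stood at 108 ± 10.2 CPM and 166 ± 6.65 CPM. In both control libraries, which received no DMP1, 51 genes of the same list reached at least 1 CPM.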

Of 985 endothelial cell markers, with a specificity in humans >0.05, 730 were present in RNA sequencing data for sorted DPSCs treated with DMP1 and HUVECs. Figure 9A shows 50 genes with the highest relative gene expression and demonstrates a lack of significant difference between transcriptomic profiles for the HUVECs and DMP1 treated DPSCs. This is supported by one-way ANOVA and Tukey *ad hoc* testing with *p*-values >0.8 between all groups shown in Figure 9A. 

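Of the 50 genes labelled in Fig. 9A, which the study chose by their level in these HUVECs, 8 were higher in HUVECs, 1 was lower and 41 did not pass the test. The 8 were THBS1, IL1RL1, FTL, CD9, EPAS1, COL4A1, MMP2 and CLDN11, and the lower gene was CD44, the hyaluronan receptor. The 9 calls became 12 with no filter on low counts, with only the HUVEC and sorted libraries fitted and by DESeq2. Each of these alternatives added BGN, EFEMP1 and PODXL and lost none. THBS1, a secreted inhibitor of angiogenesis, stood at 4749 ± 264 CPM in HUVECs and 1005 ± 31.8 CPM in sorted DPSCs (log2 fold change 2.24, standard error 0.25, adjusted p = 0.0027 from edgeR's quasi-likelihood test). IL1RL1, the receptor of interleukin 33, had a log2 fold change of 1.97 (standard error 0.23, adjusted p = 0.0032 from the same edgeR test). VWF, the von Willebrand factor of endothelial granules, stood at 99.4 ± 2.82 CPM in HUVECs and 17.8 ± 0.179 CPM in sorted DPSCs without passing the test (log2 fold change 2.48, standard error 0.65, adjusted p = 0.075 from edgeR). VWF was called without either control or either unsorted library. The count for Fig. 9A was 3 without either HUVEC library and 5 without either sorted library: FTL, CD9, COL4A1 and CLDN11 were not called without any 1 of these 4 libraries, MMP2 without either HUVEC library or sorted replicate 1, and CD44 without either HUVEC library. Without sorted replicate 1, MMP14 was called in addition.

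None of the 57 measured genes of the endothelial list was called by edgeR over all genes and 0 when adjusted over the list alone, while 11 had an unadjusted p under 0.05 and DESeq2 called 1 higher and 4 lower in HUVECs. Their median log2 fold change was -0.16 and their mean 0.02, with an interquartile range from -0.40 to 0.33 (camera adjusted p = 0.87). Without either control library 2 genes of the list were higher and 2 lower, and without either unsorted library 1 was higher and 3 were lower. With only the HUVEC and sorted libraries fitted 4 were higher and 4 lower and 44 had an unadjusted p under 0.05, and with no filter on low counts 2 were higher and 4 lower, so the 0 of the fit of all groups does not show equal levels. Of 23 measured HOX genes, positional identity genes of the trunk, 0 were called by edgeR and 0 had an unadjusted p under 0.05. DESeq2 and adjustment over the list alone also called 0 (median log2 fold change 0.20, camera adjusted p = 0.39). For this list, too, the lack of calls in the fit of all groups does not show equal levels.

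Cell cycle genes were lower in HUVECs than in sorted DPSCs: of 30 proliferation genes 21 were lower and 0 higher, at a median log2 fold change of -2.55 (21 lower when adjusted over the list alone, camera adjusted p = 5.5e-77). That list's call held with an estimated correlation between genes (adjusted p = 0.0049 with an estimated correlation). MKI67, the proliferation antigen Ki-67, stood at 17.3 ± 2.02 CPM in HUVECs and 152 ± 9.27 CPM in sorted DPSCs (log2 fold change -3.13, standard error 0.28, adjusted p = 0.0011 from edgeR), and TOP2A, RRM2 and TPX2 had log2 fold changes of -2.83, -1.94 and -2.07. Of 17 genes of cholesterol metabolism, 6 were higher in HUVECs and 0 lower (6 when adjusted over the list alone, camera adjusted p = 1.1e-11, and adjusted p = 0.050, just over the threshold, with an estimated correlation). MSMO1 and IDI1, enzymes of sterol synthesis, were among them with log2 fold changes of 1.29 and 1.12, and without any 1 of the HUVEC or sorted libraries the count was 0, and with library totals 3. Of 20 interferon-stimulated genes 7 were lower in HUVECs and 0 higher (9 lower and 1 higher when adjusted over the list alone, camera adjusted p = 1.1e-05, and adjusted p = 0.19 with an estimated correlation). IFI27, IFI6, OAS3 and OAS1 had log2 fold changes of -1.35, -2.32, -2.42 and -1.17, and the count was 2 without HUVEC replicate 1 and 3 without HUVEC replicate 2 or either sorted library, with IFI27 not called without HUVEC replicate 1 and OAS1 without any 1 of the HUVEC or sorted libraries. Of 16 targets of TGFβ and YAP signalling, 4 were higher in HUVECs, among them CCN2, TGFB2 and THBS1, and TGFBI was lower (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 3.9e-09, and adjusted p = 0.050, just over the threshold, with an estimated correlation). Without either sorted library 2 of them were higher, CCN2 was also not called without HUVEC replicate 2 nor TGFB2 without HUVEC replicate 1, and TGFBI was not called without any 1 of the HUVEC or sorted libraries.

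Of 32 genes of the interstitial matrix, 11 were lower in HUVECs and COL5A1 was higher (15 lower and 4 higher when adjusted over the list alone, camera adjusted p = 1.6e-15, and adjusted p = 0.15 with an estimated correlation). COL1A1, a chain of type I collagen (ENSG00000108821, chromosome 17 from 50183289 to 50201632), stood at 1.55 ± 0.231 CPM in HUVECs and 74.9 ± 10.6 CPM in sorted DPSCs (log2 fold change -5.60, standard error 0.23, adjusted p = 1.2e-04 from edgeR). Of 26 mesenchymal genes 10 were lower in HUVECs and ALCAM was higher (12 lower and 1 higher when adjusted over the list alone, camera adjusted p = 3.1e-10, and adjusted p = 0.15 with an estimated correlation). Without any 1 of the HUVEC or sorted libraries COL5A1 was not called, ALCAM was not called without either sorted library, and the 10 mesenchymal genes were 5 without HUVEC replicate 2. Of the integrin genes, ITGB3 stood at 72.3 ± 5.31 CPM in HUVECs and 289 ± 12.8 CPM in sorted DPSCs (adjusted p = 0.0013 from edgeR), and ITGA6 at 95.3 ± 5.27 CPM and 281 ± 1.71 CPM (log2 fold change -1.56, standard error 0.30, adjusted p = 0.027 from edgeR), where ITGA6 was not called without any 1 of the HUVEC, control or sorted libraries.

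Over all genes, 849 were called between HUVECs and sorted DPSCs, 137 higher and 712 lower in HUVECs, with 3807 at an unadjusted p under 0.05. The largest differences toward HUVECs were in TVP23C-CDRT4, a readthrough transcript that overlaps TVP23C and CDRT4, in the growth factors BMP4, BDNF and TGFB2, which overlaps TGFB2-OT1, and in GALNT15, LIPG, THSD7A and ANTXR1, with log2 fold changes from 2.46 to 4.51. The largest toward sorted DPSCs were in GREM1, SERPIND1, DCN, FOS, COL1A1, FOSB, COL1A2 and COL6A3, with log2 fold changes from -5.88 to -4.91. Of these, TVP23C-CDRT4 was not called without either HUVEC or either control library, BMP4 without any 1 of the HUVEC or sorted libraries, TGFB2 without HUVEC replicate 1 or either sorted library, and GALNT15 without sorted replicate 2. The 137 higher genes were 39 and 44 without HUVEC replicates 1 and 2, 42 and 39 without sorted replicates 1 and 2, and 224 and 223 without unsorted replicates 1 and 2. The count of 849 was 323 and 331 without HUVEC replicates 1 and 2, 397 and 378 without sorted replicates 1 and 2, 1383 by DESeq2, 1452 with only these 2 groups fitted and 24 at an adjusted p under 0.0005.

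**Figure D1:**
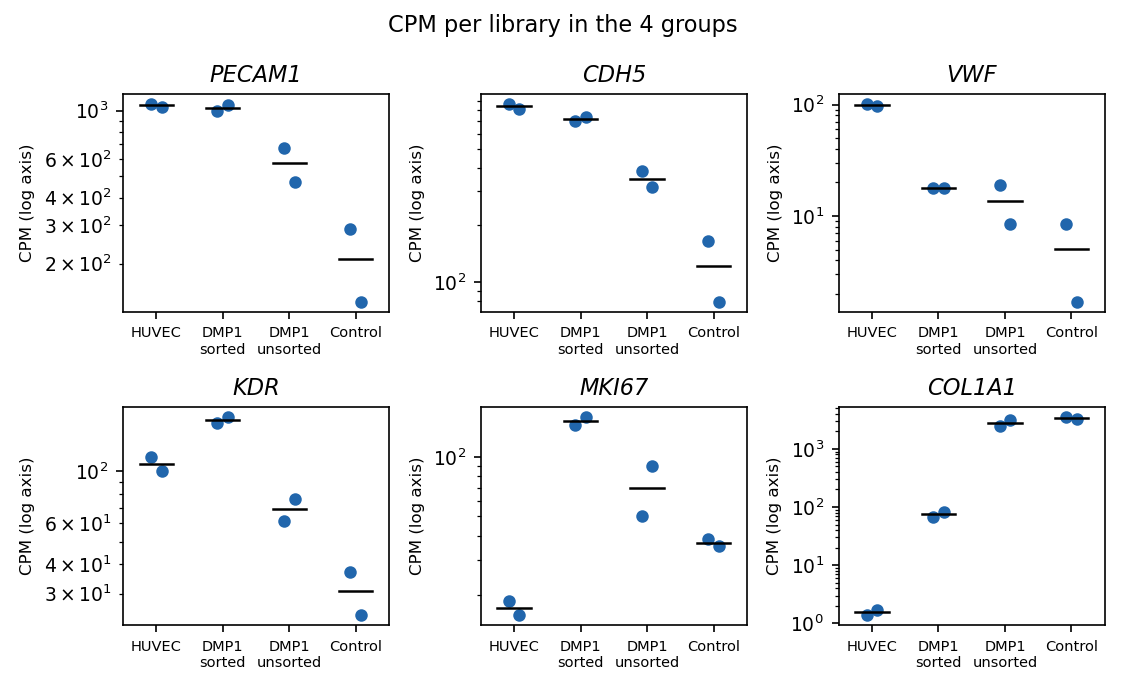
TMM-normalized CPM (log axis) of PECAM1, CDH5, VWF, KDR, MKI67 and COL1A1 in HUVECs, sorted and unsorted DPSCs treated with DMP1, and control DPSCs. Each point is 1 library and each bar the mean of a group; PECAM1 is at 1057 CPM in HUVECs and 1028 CPM in sorted DPSCs, while MKI67 is at 17.3 CPM and 152 CPM.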

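Across 50 endothelial genes, the average level differed little between the HUVEC and sorted libraries. The paper gives its ANOVA as run on the normalized expression values between the groups of Fig. 9A. Here genes were taken as the observations and libraries as the groups. The genes came from the endothelial list used here and were not the set labelled in Fig. 9A. The genes of the endothelial list with the highest level in HUVECs (n = 50 genes) gave F = 0.00358 and p = 0.9997, and the lowest Tukey p between any pair of libraries was 0.9997. The median difference between sorted DPSCs and HUVECs over these genes was 0.07 on the log2 scale. The same test on the HUVEC and unsorted libraries (n = 50 genes) gave p = 5.2e-04, a lowest Tukey p of 0.0032 and a median difference of -0.83. On the HUVEC and control libraries (n = 50 genes) it gave p = 5.6e-18, a lowest Tukey p of 1.0e-13 and a median difference of -2.27. In this test the spread is that between genes of one library, so it compares the average level of the list and not the level of any single gene, and genes are not independent replicates.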

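Of 19897 genes tested, 2300 were called between sorted and unsorted DPSCs treated with DMP1, 367 higher and 1933 lower in sorted DPSCs, and 6261 had an unadjusted p under 0.05. COL1A1 fell from 2824 ± 484 CPM in unsorted to 74.9 ± 10.6 CPM in sorted DPSCs (log2 fold change -5.24, standard error 0.21, adjusted p = 4.0e-05 from edgeR's quasi-likelihood test). Of 32 interstitial matrix genes 24 were lower and 0 higher, at a median log2 fold change of -3.89 (26 lower when adjusted over the list alone, camera adjusted p = 1.9e-41, and adjusted p = 0.059 with an estimated correlation). FN1, COL6A3 and COL1A2, which encode fibronectin and chains of type VI and type I collagen, had log2 fold changes of -1.68, -4.96 and -4.99. Of 26 mesenchymal genes 17 were lower and CDH2 (N-cadherin) was higher, at a median of -2.27 (18 lower and 1 higher when adjusted over the list alone, camera adjusted p = 1.3e-19, and adjusted p = 0.069 with an estimated correlation). LRP1, NT5E (CD73), MME and PDGFRA were among those lower, with log2 fold changes of -4.26, -2.33, -2.21 and -4.81.

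Of 20 measured genes of the cranial neural crest, the embryonic origin of dental pulp, 12 were lower and ALX1 was higher, at a median log2 fold change of -4.83 (15 lower and 2 higher when adjusted over the list alone, camera adjusted p = 7.8e-13, and adjusted p = 0.044 with an estimated correlation). MSX1, a homeobox gene of tooth development, stood at 1.05 ± 0.0202 CPM in sorted and 30.0 ± 1.2 CPM in unsorted DPSCs (log2 fold change -4.83, standard error 0.34, adjusted p = 1.4e-04 from edgeR), and BARX1 and FOXD1 had log2 fold changes of -4.95 and -4.82. Of 17 genes of smooth muscle and pericytes 9 were lower and 0 higher (10 lower and 1 higher when adjusted over the list alone, camera adjusted p = 1.7e-16, and adjusted p = 0.022 with an estimated correlation), with MYL9, NOTCH3, TAGLN and TPM2 at -4.45, -4.18, -2.53 and -1.55. Of 18 genes of hypoxia and glycolysis 14 were lower and 0 higher (14 when adjusted over the list alone, camera adjusted p = 9.9e-28, and adjusted p = 0.067 with an estimated correlation). SLC2A1, the glucose transporter GLUT1, and the glycolytic enzymes PGK1, ALDOA and LDHA had log2 fold changes of -3.68, -1.29, -1.13 and -1.06. Of 21 inflammatory genes 13 were lower and 0 higher (14 lower when adjusted over the list alone, camera adjusted p = 2.2e-14, and adjusted p = 0.069 with an estimated correlation), with MMP3, LIF, TNFAIP3 and NFKBIA at -4.93, -4.69, -3.41 and -1.71. Of 26 immediate early and stress genes 9 were lower and 1 higher (10 lower and 1 higher when adjusted over the list alone, camera adjusted p = 3.7e-04, and adjusted p = 0.18 with an estimated correlation), with EGR1 at -3.73 and DUSP1 at -1.34.

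The largest differences toward sorted DPSCs were in DUS4L-BCAP29, a readthrough transcript, SCHIP1, which overlaps IQCJ-SCHIP1, TMEM154, ESM1, an endothelial proteoglycan, and the DNA replication and chromatin genes ESCO2, RFC3, HELLS and FAM111B, with log2 fold changes from 1.54 to 3.11. The largest toward unsorted DPSCs were in SALL1, TUB, FGF11, ENPP2, PIK3R2, SH3BP1, SPEG and ISM2, with log2 fold changes from -7.03 to -5.63. ESM1, HELLS, FGF11, ENPP2, PIK3R2 and SH3BP1 each overlap another gene on the same strand. The count of 2300 was 1220 (56 higher and 1164 lower) without sorted replicate 1, 1304 (75 and 1229) without sorted replicate 2 and 312 (0 and 312) at an adjusted p under 0.0005, and the 367 higher genes were 240 without HUVEC replicate 1, 924 without unsorted replicate 2, 605 with library totals, 243 with only these 2 groups fitted, 558 by DESeq2 and 998 with no fold minimum. TMEM154, RFC3, FAM111B, PIK3R2, FN1, ALDOA, NFKBIA, CDH2 and ALX1 were not called without either sorted library, nor DUS4L-BCAP29 and ESCO2 without sorted replicate 1, TMEM154, FAM111B and ALX1 without either HUVEC library, TMEM154 without either control library, DUS4L-BCAP29, ALDOA, CDH2 and ALX1 without unsorted replicate 1, and ALX1 and LDHA without unsorted replicate 2. The 1 higher stress gene was 0 without unsorted replicate 1 or either sorted library and 3 without unsorted replicate 2.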

Differential expression analysis between unsorted and sorted DPSCs treated with DMP1 generated 1934 differentially expressed genes (DEGs). Gene ontology biological process enrichment of the DEG profile demonstrated an enrichment of endothelial cell differentiation and function, angiogenic, cell morphogenesis and vasculature and tube development pathways. 

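Between sorted and unsorted DPSCs treated with DMP1, 15 of 57 measured endothelial genes were higher in sorted DPSCs and 0 lower, 42 did not pass the test, and the median log2 fold change was 0.89. The count was 21 higher when adjusted over the list alone. The camera adjusted p of 2.7e-11 was not kept with an estimated correlation (adjusted p = 0.50 with an estimated correlation). The sort selected cells by CD31 and VE-Cadherin protein, so higher endothelial transcripts in the sorted fraction follow in part from the gate. No sorted fraction of control DPSCs was sequenced, so neither this difference nor the likeness to HUVECs can be credited to DMP1. KDR was at 166 ± 6.65 CPM in sorted and 68.7 ± 10.4 CPM in unsorted DPSCs (log2 fold change 1.27, standard error 0.22, adjusted p = 0.0075 from edgeR's quasi-likelihood test). CD93, a receptor of endothelial adhesion, and FLT1, the VEGF receptor VEGFR1, had log2 fold changes of 1.32 and 1.18 (adjusted p = 0.024 and 0.036 from edgeR). PECAM1, at 1028 ± 47.3 CPM in sorted and 573 ± 141 CPM in unsorted DPSCs, and CDH5, at 721 ± 27.8 CPM and 349 ± 47.8 CPM, did not pass the test (log2 fold changes 0.84 and 1.05, adjusted p = 0.13 and 0.052 from edgeR). In the same libraries HOX genes, of which 4 of 23 were higher and 0 lower, had a median of 1.14 (5 higher when adjusted over the list alone, camera adjusted p = 1.8e-04, and adjusted p = 0.59 with an estimated correlation), with HOXA9, HOXB4, HOXB7 and HOXA7 at 1.43, 1.34, 1.21 and 1.14. Of 30 proliferation genes 11 were higher and 0 lower, at a median of 0.97 (12 when adjusted over the list alone, camera adjusted p = 1.5e-14, and adjusted p = 0.044 with an estimated correlation), with MKI67 at 1.12 and RRM2, CDC20 and MCM4 at 1.01, 1.01 and 1.00.

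Of 16 genes of VEGF and angiopoietin signalling, the receptors KDR, FLT1 and TEK were higher in sorted DPSCs and 4 genes, among them the ligands VEGFA and ANGPT1, were lower (4 higher and 4 lower when adjusted over the list alone, median 0.48 and mean -0.04, camera adjusted p = 0.97). VEGFA fell from 264 ± 91.6 CPM in unsorted to 27.3 ± 0.509 CPM in sorted DPSCs (log2 fold change -3.27, standard error 0.24, adjusted p = 1.6e-04 from edgeR), and ANGPT1 and ANGPTL4 had log2 fold changes of -2.82 and -2.50. Of 18 Notch genes JAG1 and NOTCH4 were higher, at 1.25 and 1.03, and 3 were lower (3 higher and 3 lower when adjusted over the list alone, median 0.37 and mean -0.41, camera adjusted p = 0.97). Of 19 integrin genes 6 were lower and 0 higher, with ITGA3 at -1.68 and ITGA10 at -1.26 among the lower (8 lower when adjusted over the list alone, camera adjusted p = 0.056). The log2 fold change was positive for 6 of the 19 and negative for 13. ITGB3, an integrin of the paper that is labelled in Fig. 9B and Fig. 9C, was among the positive without being called.

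The 15 endothelial genes were 8 without either HUVEC library, 9 without unsorted replicate 2, and 3 and 2 without sorted replicates 1 and 2. The 4 HOX genes were 1 without either HUVEC library or unsorted replicate 2, 7 without either control library and 0 without either sorted library, and the 11 proliferation genes were 7 without unsorted replicate 1, 2 and 3 without sorted replicates 1 and 2, 18 with library totals, 2 with only these 2 groups fitted and 27 with no fold minimum. KDR was not called without sorted replicate 2, CD93 and JAG1 without unsorted replicate 1 or either sorted library, FLT1 without unsorted replicate 1 or any 1 of the HUVEC or sorted libraries, and TEK and NOTCH4 without any 1 of the HUVEC, unsorted or sorted libraries, while CDH5 was called without either control library. With library totals in place of TMM 4 Notch genes were higher and 1 lower, with only these 2 groups fitted 1 was higher and 1 lower, and without either sorted library 0 were higher and 1 lower, and 3 integrins were higher without unsorted replicate 2. Gene ontology enrichment is not analysed here.

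**Figure D2:**
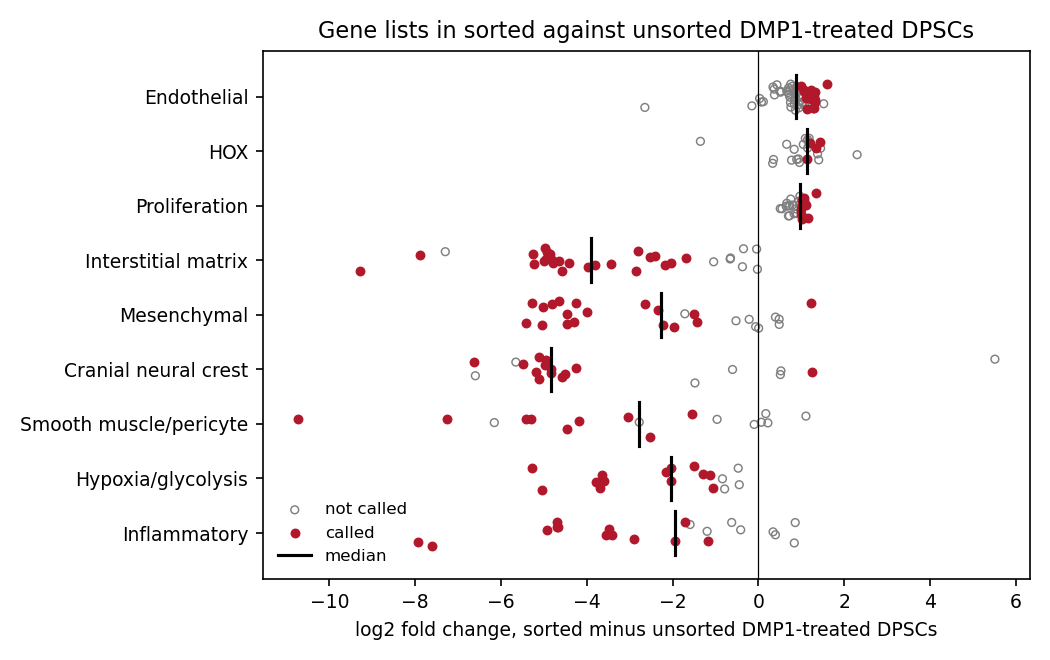
Log2 fold change of sorted minus unsorted DPSCs treated with DMP1 (horizontal axis) for the measured genes of 9 lists (lines of points). Filled red points were called, open grey points were not, and the black bar is the median of a list, which is 0.89 for endothelial genes and -3.89 for interstitial matrix genes.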

Genes upregulated in sorted DPSCs treated with DMP1 show presence of markers for cell morphogenesis (Figure 9B) and tube development (Figure 9C).

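All 40 genes labelled in Fig. 9B and all 43 labelled in Fig. 9C had higher mean levels in sorted than in unsorted DPSCs treated with DMP1. Of the 40 genes of cell morphogenesis 23 were called higher, with log2 fold changes of all 40 from 0.71 to 1.45 and a median of 1.06. Of the 43 genes of tube development 19 were called higher, with log2 fold changes from 0.71 to 1.52 and a median of 1.02. These genes were chosen by the study from the same libraries, so their direction is not independent evidence. The lists share 11 genes and hold 72 together. PODXL, the sialomucin podocalyxin, is in both and stood at 1119 ± 24.6 CPM in sorted and 445 ± 130 CPM in unsorted DPSCs (log2 fold change 1.33, standard error 0.25, adjusted p = 0.010 from edgeR's quasi-likelihood test). NOS3, the endothelial nitric oxide synthase, is also in both, at 452 ± 23.4 CPM and 216 ± 23.3 CPM (log2 fold change 1.06, standard error 0.30, adjusted p = 0.048 from edgeR). MCAM (CD146) and FZD4, a receptor of Norrin and Wnt ligands, of Fig. 9B had log2 fold changes of 1.07 and 1.21. HHIP, a Hedgehog antagonist, and SLC7A11, a cystine transporter, of Fig. 9C had log2 fold changes of 1.17 and 1.36. Another 8 genes of Fig. 9B and 13 of Fig. 9C had an adjusted p under 0.05 with a fold change under 2.

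Fewer genes of both figures were called without either sorted library or without unsorted replicate 1. For Fig. 9B this held also without either HUVEC library, although HUVECs are not in this comparison. Leaving out a library leaves a lone library in its group and fewer libraries to estimate the shared spread. These losses therefore do not show that any 1 library was the source of the calls. The calls of all 6 genes named were lost without either sorted library, and that of NOS3 also without either HUVEC or either unsorted library.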

**FIGURE 9:**
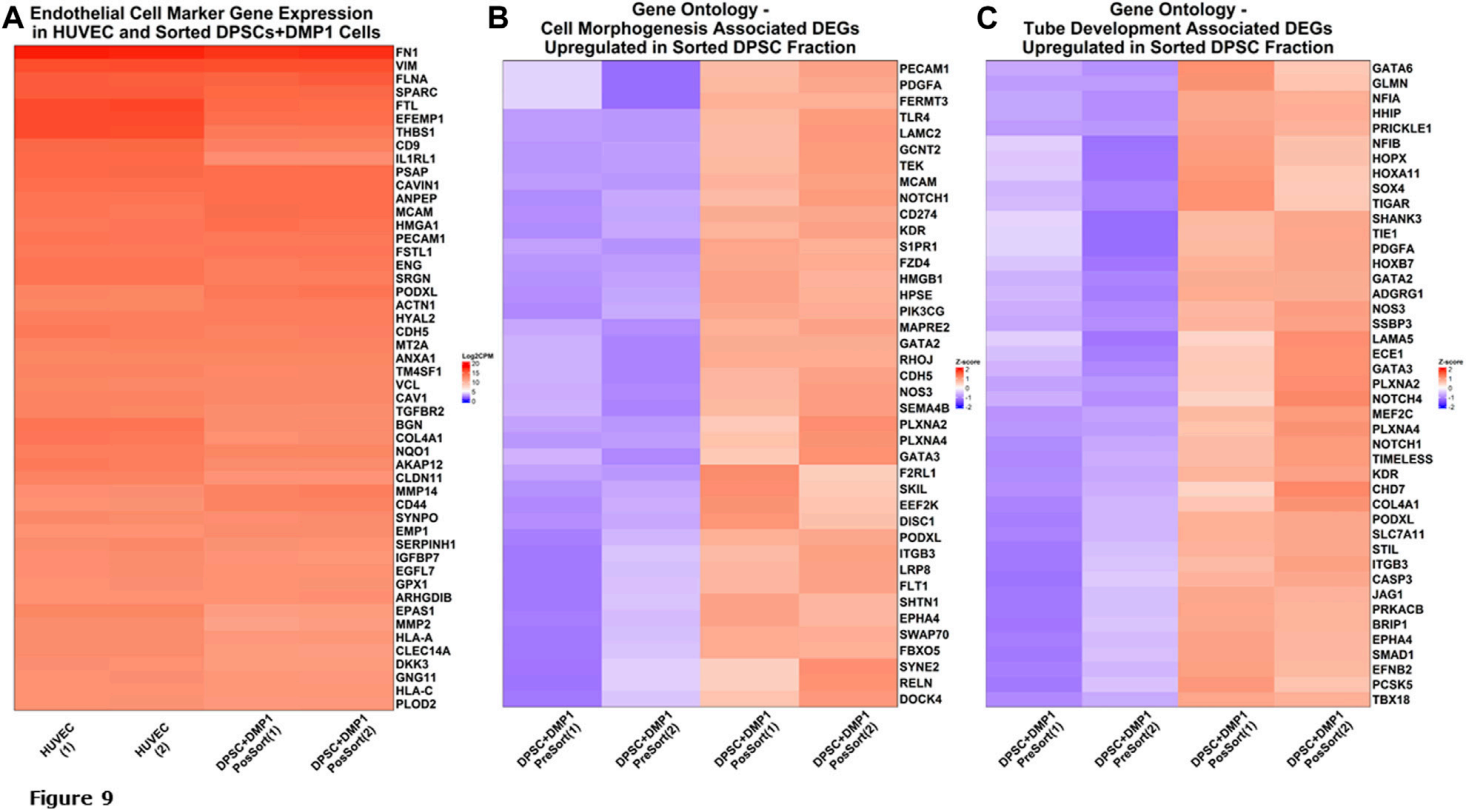
RNA Sequencing analysis. Gene Expression of Endothelial Cell Markers. **(A)** Heatmap of 50 endothelial cell marker genes with the highest expression in HUVECs are shown along with corresponding expression in the sorted fraction of DPSCs treated with DMP1. **(B)** Heatmap of differentially expressed genes upregulated in sorted fraction of DPSCs treated with DMP1 (red) compared to the unsorted DPSCs treated with DMP1 (blue) for the gene ontology cell morphogenesis pathway. **(C)** Heatmap of differentially expressed genes upregulated in sorted fraction of DPSCs treated with DMP1 (red) compared to the unsorted DPSCs treated with DMP1 (blue) for the gene ontology cell tube development pathway.

## Discussion

Blood supply is key in generating 3D tissues for regenerative medicine applications for cell survival, organ growth and integration with the host system (Aghazadeh et al., 2022). Therefore, development of strategies to generate functional ECs for cell-based therapeutic vascularization is a fundamental aspect of tissue engineering.

Several types of stem cell have been investigated for transformation into endothelial lineages (Jang et al., 2019). Of these, DPSCs are well suited for transformation into ECs and stimulating vasculogenesis. They are highly proliferative and demonstrate multipotent differentiation capabilities into osteoblasts, chondrocytes, and adipocytes (Aydin and Şahin, 2019; Luke et al., 2020). DPSCs were shown to readily differentiate into vascular endothelial lineages in the presence of VEGFR-1 compared with other mesenchymal cells derived from bone marrow and adipose tissues (Bergamo et al., 2021; Li A. et al., 2023). Further evidence also shows that DPSCs could be primed by VEGF to develop into vascular ECs and were identified by strong VEGFR1 expression. This transformation was attributed to VEGF binding to VEGFR1 instead of VEGFR2 (Bergamo et al., 2021). Studies from other group have demonstrated that VEGFR2 knockdown in DPSCs led to downregulation of VEGF and VEGFA receptors, as well as a reduction in the *in vivo* activation of angiogenic factors and odontoblastic differentiation of DPSCs (Janebodin et al., 2013, 2021) Therefore, to induce the differentiation of DPSCs towards the endothelial cell lineage, a combination of growth factors and differentiation agents are required as external stimuli.

In *in vivo*, the ECM contributes to cell proliferation, migration, and differentiation by providing microenvironments containing biological cues. Mimicking the complexity of the ECM will lead to specific cues conducive to the lineage-specific differentiation of stem cells (Badylak et al., 2009), and scaffolds derived from the ECM provides closest composition to the native tissue. The ECM is a crucial acellular three-dimensional macromolecular network that plays a pivotal role in tissue structure and function. Consisting of various proteins such as collagen, fibronectin, laminin, and glycoproteins, the ECM not only offers mechanical support to cells but also influences their behavior and fate. Recent research has emphasized the multifaceted functions of the ECM, indicating its involvement in directing cellular self-differentiation and renewal processes (Oliveira et al., 2021). Immunostaining of HUVEC-ECM shows the presence of key ECM proteins such as collagen, laminin and fibronectin as shown in Figure 1A which could act as a cue/morphogen to alter the fate of DPSCs to endothelial lineage. The collagen and non-collagenous proteins in the HUVEC-ECM enabled the attachment of DPSCs and notably influenced the morphological changes as shown in Figure 1B. These results are in accordance with earlier observations reported using stem cells from exfoliated deciduous teeth (Gong et al., 2017).

Understanding the interaction between the ECM and stem cells is important to develop translational strategies for the use of HUVEC-ECM in tissue engineering applications. In fact, mineralization and angiogenesis are closely coupled processes during tooth development as shown by imaging and single cell RNA sequencing using a mouse model, suggesting that critical communications exit between mineralized tissue and vasculature (Matsubara et al., 2022).

DMP1 is a member of the small integrin-binding ligand N-linked glycoprotein (SIBLING) family, group of proteins found in the ECM of bone and tooth (Staines et al., 2012). Apart from its functions as a calcium phosphate mineral nucleator (He et al., 2003), it also functions as a morphogen and induces odontogenic differentiation of stem cells (Narayanan et al., 2001; Almushayt et al., 2006) and formation of calcified tissues. The addition of DMP1 to DPSCs seeded onto HUVEC-ECM significantly enhanced the differentiation of DPSCs to endothelial-like cells, resulting in an increased percentage of endothelial surface markers (CD31+/CD144+, **: *p* < 0.01). Furthermore, additional biochemical and molecular characterization supports the synergistic effect of DMP1 in promoting the differentiation of DPSCs towards the endothelial lineage. These findings illustrate that stimulating DPSCs with DMP1 in conjunction with HUVEC-ECM could present a robust strategy for the differentiation of DPSCs into endothelial lineage.

The characterization of the differentiated cells by flow cytometry reveals a higher percentage of CD31+/CD144+ ECs during the differentiation process spanning from 0 to 14 days. Consequently, DMP1 stimulation proved to be essential in providing cues that significantly enhanced the transformation process. The resulting ECs displayed distinct morphological changes resembling typical ECs. The functional properties assessment of the converted DPSCs-derived endothelial-like cells was conducted using a range of endothelial cell functional assays, including the tube formation assay and spheroid sprout assay. The differentiated ECs formed tube-like structures and capillaries, with observable angiogenic sprouts and upregulation of several angiogenic markers. Additionally, the tube formation assay demonstrated longer tubes with increased branching and looping in DPSC-derived endothelial-like cells. In contrast, DPSCs without DMP1 stimulation exhibited a reduced ability to form capillary-like structures. Findings from this functional study revealed a noteworthy increase in tubulogenesis and sprouting of the DPSC-derived endothelial-like cells with the supplementation of DMP1 during the transformation of DPSCs. In addition DMP1 was essential to form a tubular network, which remained stable even after 24 h, and to spread and attach on Matrigel (Pirotte et al., 2011). Taken together, these findings collectively suggest that DMP1 has the potential to function as a signaling molecule promoting the transformation of DPSCs into vasculogenic ECs. HUVEC ECM contributes to the organization and stability of developing endothelial tubular networks. Consequently, our findings indicate that the interaction between DPSCs and DMP1, combined with the cues from the HUVEC matrix, may be accountable for activating various signaling pathways that induce their differentiation into ECs, accompanied by alterations in cell shape and morphology.

Integrins establish dynamic connections between the intracellular actin cytoskeleton and the ECM, playing a critical role in transmitting bidirectional signals across the plasma membrane (Schwartz, 2010). Specifically, interactions between the ECM and α6β4 a laminin-binding integrin plays a crucial role in the sprouting of ECs from capillaries and in angiogenesis. αVβ3 notably, the outside-in signals mediated by integrin work in conjunction with other growth factor receptors facilitate cell proliferation and motility (Li S. et al., 2023; Pang et al., 2023). This outside-in signaling pathway involves a ligand binding to the extracellular domain of active integrin, triggering a conformational change in the cytoplasmic tail. As a result, kinases and adaptor molecules in the cytosol are activated, contributing to downstream cellular processes (Morse et al., 2014). The findings presented in this manuscript indicate that the expression of α6β4 and αVβ3 integrins is higher when supplemented with DMP1, as evidenced by the results obtained from RT-PCR and Western blotting analyses. Moreover, it is worth noting that the expression of αVβ3 integrin is induced in microvascular ECs by VEGF-A (Liu et al., 2003). Thus, the expression pattern of integrin subunits further authenticates DPSCs differentiation towards endothelial-like cells. VEGFA is known to promote endothelial cell migration and proliferation, as well as functions in angiogenesis (Pauty et al., 2018; Apte et al., 2019). This intricate interplay underscores the multifaceted nature of the regulatory mechanisms governing endothelial cell behavior and angiogenesis.

VE-cadherin expression plays a pivotal role in DPSC capillary sprouting and establishes a continuous loop with the host vasculature (Sasaki et al., 2020). Results from this study further substantiate this concept by illustrating that DMP1 enhances VE-Cadherin expression at both the gene and protein levels. This enhancement likely contributes to the development of capillary sprouting by the converted ECs. Other proteins of interest that were upregulated with DMP1 stimulation were VEGFR2 and GRP78 (glucose-regulated protein 78) a member of the heat shock protein 70. We had demonstrated earlier that GRP78 functions as a receptor for DMP1 and facilitates its internalization (Ravindran et al., 2008). A previous study showed that in ECs, GRP78 was related to AKT-dependent angiogenesis. However, the mechanism related to GRP78 activation of AKT remains unknown (Raiter et al., 2010).

RNA sequencing data emphasizes the remarkable similarity in gene expression signature between the sorted DPSCs treated with DMP1 and the positive control HUVECs. This discovery underscores the potential influence of DMP1 treatment on the gene expression patterns of DPSCs, indicating a significant resemblance to the gene expression signature observed in HUVECs. These findings could lead to a comprehensive conception of the molecular mechanisms underlying the effect of DMP1 treatment on DPSCs, particularly in the context of transformation to ECs.

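Over 19897 genes the sorted DPSCs treated with DMP1 were closer to HUVECs than to the unsorted DPSCs treated with DMP1. The Pearson correlation of log2 CPM across genes averaged 0.955 between HUVEC and sorted libraries (0.954 to 0.957 over 4 pairs), 0.910 between unsorted and sorted (0.905 to 0.913), 0.880 between HUVEC and unsorted and 0.840 between HUVEC and control libraries. Replicates of a group correlated at 0.977 in HUVECs, 0.974 in sorted, 0.959 in control and 0.954 in unsorted DPSCs. The Spearman correlation between HUVEC and sorted libraries averaged 0.965. These correlations are across genes, which are not independent replicates, and were computed for every pair of libraries. Of 144 genes with at least 50 CPM in HUVECs and at least 4 times the level of control DPSCs, 110 were within 2-fold of HUVECs in sorted DPSCs and 9 were more than 4-fold below them. Most of the 144, which were chosen by their level in these HUVECs, were lower in sorted DPSCs. The median log2 difference, sorted minus HUVEC, was -0.38, with an interquartile range from -0.93 to -0.01. Between HUVECs and unsorted DPSCs 3322 genes were called, 616 higher and 2706 lower in HUVECs, and the count was 2150 (327 higher) without HUVEC replicate 1, while the higher genes were 357 without HUVEC replicate 2 and 1072 without unsorted replicate 2. In that comparison 17 of 57 endothelial genes were higher in HUVECs and 0 lower (17 when adjusted over the list alone, camera adjusted p = 3.3e-08, and adjusted p = 0.55 with an estimated correlation). From the similarity of sorted DPSCs and HUVECs, the paper proposes a potential influence of DMP1 treatment on the gene expression of DPSCs. A sorted fraction of control DPSCs was not sequenced, so the similarity cannot be compared with and without DMP1.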

In summary, we have demonstrated the ability of the HUVEC-ECM scaffold along with DMP1 stimulation to drive endothelial lineage-specific differentiation of DPSCs. Highlights from this study indicate that DMP1 stimulation influenced the expression of endothelial cell markers, VEGF, integrins and its downstream effectors (Figure 10). Our future efforts will be directed toward understanding this process in a more detailed manner to better understand the functional complexities of HUVEC-ECM and DMP1-mediated signaling.

**FIGURE 10:**
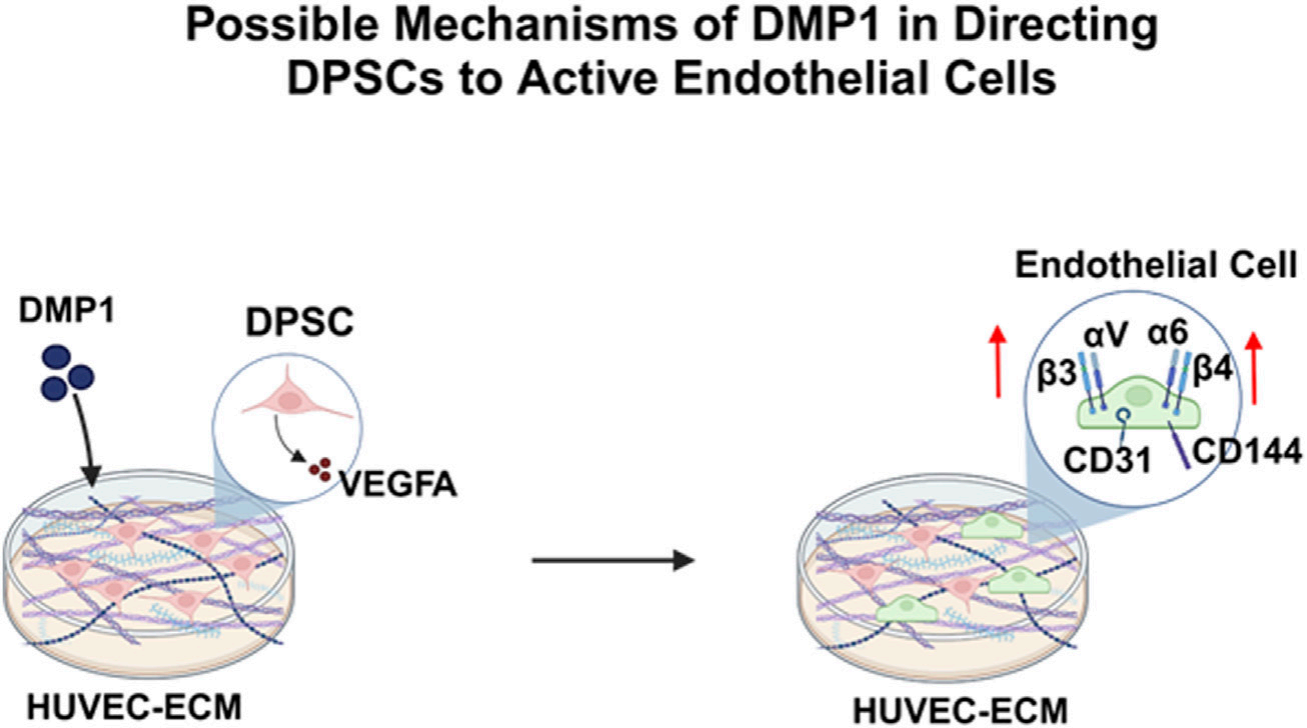
A schematic model depicting the DMP1 signaling pathway, resulting in the activation of VEGFA, Integrins (α6β4, αvβ3) and specific angiogenic proteins (VE-Cadherin, CD31), that play a crucial role in promoting the differentiation of DPSCs into endothelial-like cells using HUVEC-ECM scaffold.

## Conclusion

In this study, we have developed a methodology for robust lineage-specific differentiation of DPSCs into VE-Cadherin^+^/CD31^+^cells. These cells showed endothelial phenotype by their morphology, expression of EC markers at the mRNA and protein levels and expression of EC-specific integrins. Functional properties of the differentiated cells showed their ability to form vascular sprouts, tube-formation and vascular network. Overall, this study strengthens the utility of DPSCs for vasculogenesis by utilizing HUVEC-ECM scaffold and DMP1.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/,GSE266875.

How the deposited data were processed for this re-analysis (not part of the article)

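RNA was sequenced from HUVECs, control DPSCs on HUVEC-ECM, unsorted DPSCs treated with DMP1 and sorted DPSCs treated with DMP1, with 2 libraries per group and 8 in all. The authors made stranded poly(A) libraries. The submitters' notes list FastQC, HISAT2, StringTie and edgeR, with no versions or settings, and the genome build hg19. The values analysed are the raw counts per Ensembl gene as deposited by the authors, who applied no normalization to them: whole numbers with totals from 41207894 to 51571407 and a median of 44171485.5. Of the 60612 gene identifiers 42020 carry a symbol, 58394 are in GENCODE 29 and 2218 are not, so the identifiers come from a release that could not be named. CPM is a gene's count scaled to a common library size after TMM. Between the replicates of a group, 42.0% of genes past a minimum of 20 counts in HUVECs, 60.1% in control, 74.1% in unsorted and 42.8% in sorted DPSCs differed beyond counting error at an unadjusted p under 0.05 (chi-square test on counts).

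Each library was assigned to its group by its label alone. Counts were filtered with edgeR's filterByExpr by group, which kept 19897 genes, normalized by TMM and fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest, 4 residual degrees of freedom) under R 4.3.3, with all 4 groups in 1 fit. P-values were adjusted by Benjamini-Hochberg over all genes tested. A gene was called at an adjusted p under 0.05 with a fold change above 2. The paper gives its threshold as a percentage, which was read as 0.05, and an adjusted p under 0.0005 was run as the other reading. The standard error of a log2 fold change is its size divided by the square root of its F. With 2 libraries per group no permutation of labels can reach a p under 0.05, so the model's p-values rest on its shared estimate of variance. The biological coefficient of variation was 0.171 in HUVECs, 0.313 in control, 0.404 in unsorted and 0.165 in sorted DPSCs. Replicate differences correlated little across groups (correlations from -0.069 to 0.052), and no pairing term was used in the main fit. The labels do not say whether an unsorted and a sorted library came from the same culture, and these correlations cannot exclude it.

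Lists of marker and pathway genes were tested with camera in limma 3.58.1 (two-sided, preset correlation between genes of 0.01, adjusted over the lists of a comparison) and again with an estimated correlation. Members of a list were counted as called over all genes, and again when adjusted over the list alone. One-way ANOVA and Tukey tests took genes as observations and libraries as groups, on log2 CPM with a prior count of 2 (scipy 1.17.1). Pearson and Spearman correlations across genes were computed between libraries.

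The genes named are, per comparison, the 8 called genes with the largest and the 8 with the smallest log2 fold change among those with a symbol, a mean of at least 10 CPM in the higher group and no overlap between the libraries of the groups, the genes the paper names in its text, the genes labelled in Fig. 9, whose direction had been seen in the figure, and examples of a list taken from the 4 called members with the highest level. CDH2, ALX1, COL5A1, ALCAM and TGFBI, as the only members of a list called in their direction, and MCAM, FZD4, HHIP and SLC7A11, among the labels of Fig. 9, were picked after their values were seen. Of the genes named, ALDOA, CLDN11, HOXA9, HOXB4, IL1RL1, ITGB3, MCAM, MMP2, NOTCH4, PDGFRA, PGK1, RRM2 and SLC2A1 also overlap another gene on the same strand.

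The alternatives were DESeq2 size factors (RLE) or library totals in place of TMM, no filter on low counts, a replicate block, a fit of only the groups compared, leaving out each library, the DESeq2 1.42.0 Wald test, an adjusted p under 0.0005, no fold minimum, a prior count of 0.5 and, for the ANOVA, all measured endothelial genes or other libraries. The method was tested on simulated data in which, of 18994 genes, 100 were changed 2.5-fold and another 100 were changed 4-fold. The changed genes were drawn only from those at 5 CPM or more in the group compared against (unsorted or control DPSCs). The shares called therefore do not cover genes at lower levels. For sorted against unsorted DPSCs it called 66% of genes changed 2.5-fold and 95% of those changed 4-fold, with 14 unchanged genes called. For unsorted DPSCs with DMP1 against control it called 58% and 95%, with 5 unchanged genes called. Each simulated gene had the same spread in all groups, while the measured coefficient of variation ran from 0.165 in sorted to 0.404 in unsorted DPSCs. The simulated shares are therefore not error rates under that unequal spread. Gene ontology enrichment and the marker database used by the paper are not analysed here, and the enrichment and the number of markers in that database were therefore not repeated.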

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

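The tests on HOX genes without a limit on control DPSCs, on a common ratio of DPSC genes, on a shared origin of endothelial and HOX transcripts, on proliferation genes and on the spread between cultures were chosen only after the results were seen.

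Sorted DPSCs treated with DMP1 carried endothelial transcripts near the level of HUVECs, while 24 interstitial matrix genes and 12 cranial neural crest genes were lower than in unsorted DPSCs, a difference the paper does not report. A candidate explanation, as a hypothesis, is that HUVECs left on the matrix, which was made from HUVEC cultures, were recovered by the sort, since a gate on CD31 and VE-Cadherin would keep and not remove them: sorted DPSCs were at -0.0379 (log2, against HUVECs) over 2 HOX genes that were under 1 CPM in control DPSCs, at -0.20 over 12 HOX genes at 5 CPM or more in HUVECs, and at -4.37 (log2, against unsorted DPSCs) over 11 cranial neural crest genes. Over 142 DPSC genes with at most 2 percent of their unsorted level in HUVECs, the sorted libraries held a median of 3.80% of the unsorted level with an interquartile range of 0.57 (log2), which is in line with a few percent of DPSCs left in a population of another cell type, and the endothelial and HOX lists differed by at most 0.45 (log2, against HUVECs) from each other in each unsorted and control library, so both may come from the same cells, and control DPSCs, which grew on the matrix without DMP1, already had PECAM1 at 211 ± 109 CPM and CDH5 at 122 ± 60.2 CPM, with 51 of 60 endothelial genes at 1 CPM or more. The tables argue against HUVECs in the state of the reference HUVEC libraries as the whole source, since 29 of 30 proliferation genes in sorted DPSCs were above both HUVECs and unsorted DPSCs, by a median of 0.92 (log2), while HUVECs in another growth state stay open. A conversion of DPSCs by DMP1 that also sets HOX genes to the HUVEC level and lowers cranial genes stays open too. The counts were not tested for the donor of origin. The paper states that the HUVECs were decellularized with ammonium hydroxide and a PBS wash, and that DAPI staining of the matrix was absent.

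In a comparison the paper does not report from RNA sequencing, unsorted DPSCs treated with DMP1 against control DPSCs, the endothelial list had a median log2 fold change of 1.35 and the HOX list 1.43, with 2 genes called over all genes. Medians of other lists were 0.49 for proliferation and 0.99 for epithelial markers. They were -0.38 for interstitial matrix, -0.53 for mesenchymal genes and -0.54 for hypoxia and glycolysis. Of these lists, and of the endothelial and HOX lists, edgeR called 0 genes over all genes. Their camera calls were not kept with an estimated correlation (camera adjusted p from 0.21 to 0.30). The share of endothelial cells may differ between cultures of the same group: the median of the endothelial list differed by 1.03 (log2) between the control replicates and by 0.48 between the unsorted replicates, against 1.35 between the groups. As a share of the HUVEC level, the median of the list was 29.1% and 15.4% in the control libraries, 64.1% and 47.4% in the unsorted libraries and 104% and 113% in the sorted libraries. All 4 pairs of unsorted and control libraries have the higher value in the unsorted library, so an effect of DMP1 stays open. By flow cytometry at 7 days, the paper reports larger shares of cells positive for CD31 and for VE-Cadherin (CD144) with DMP1 than without. The RNA counts do not separate a change in the share of cells from a change in the level per cell.

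In a difference the paper does not report, 21 of 30 proliferation genes were lower in HUVECs than in sorted DPSCs.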

How the results depend on the processing

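Of the named genes followed through the alternatives, none called in the main fit changed direction. For the other called genes only calls were compared, and none was called in the opposite direction. Of the 40 list tests repeated, no list called in the main fit changed direction. The mitochondrial genome list, sorted against unsorted, was not called in the main fit, at a median log2 fold change of -0.01. Its median was 0.50 without unsorted replicate 1 and -0.32 without unsorted replicate 2, so its direction depended on single libraries. With library totals in place of TMM the median log2 fold change of all genes, sorted against unsorted, moved from -0.04 to 0.08, and the lower share of the called genes from 84.0% to 74.4%. The number of genes called for sorted against unsorted DPSCs was 2300 and stayed within 1.5 times that under RLE, library totals, no filter, the replicate block, only the groups compared, DESeq2 and no fold minimum (1789 to 3377), but was 312 at an adjusted p under 0.0005. For HUVECs against sorted DPSCs the count was 849, and 1452 with only the groups compared, 1383 by DESeq2 and 24 at an adjusted p under 0.0005. For unsorted DPSCs with DMP1 against control it was 2, and 1 under RLE, 379 with no filter, 0 with only the groups compared, 389 by DESeq2 and 0 at an adjusted p under 0.0005, and for HUVECs against unsorted DPSCs 3322, and 635 at an adjusted p under 0.0005. With a replicate block these counts were 2011, 730, 1 and 2994. Leaving out each library gave 1220 (without sorted replicate 1) to 2928, 323 (without HUVEC replicate 1) to 1220, 0 to 1164 (without unsorted replicate 2) and 2150 (without HUVEC replicate 1) to 3630, where the lone library of a group was assumed to vary like the other groups. The ANOVA p went from 0.9997 to 5.6e-18 with control and 5.2e-04 with unsorted in place of sorted libraries, by construction a different comparison, and the similarity of HUVECs and sorted DPSCs from 0.955 to 0.932 with a prior count of 0.5 and 0.968 with no filter. Of 40 list tests 29 were weaker with an estimated correlation. The cause of the other changes was not tested, beyond the fewer genes past a stricter threshold and the fewer samples when a library is left out.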

Differences from the paper's values

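The paper's count of differentially expressed genes between unsorted and sorted DPSCs is 1934, and 2300 were called, with the paper's threshold of 0.05% read as 0.05. The alternatives more than 1.5 times above or below the paper's count were those without unsorted replicate 2 (2928), without sorted replicate 1 (1220), with no fold minimum (3377) and at an adjusted p under 0.0005, the threshold as printed (312). The lowest Tukey p of 0.9997 is above the paper's bound of 0.8, but was computed on genes of the endothelial list and not on the set of Fig. 9A.

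The paper reports higher VEGFA and ANGPT1 by RT-qPCR in DPSCs differentiated with DMP1 than in control, and higher VEGFA protein by Western blot. In the RNA sequencing counts at 7 days VEGFA stood at 264 ± 91.6 CPM with DMP1 (unsorted) and 415 ± 19.7 CPM in control (log2 fold change -0.65, standard error 0.22, adjusted p = 0.30 from edgeR's quasi-likelihood test), and ANGPT1 at 41.9 ± 26.4 CPM and 73.6 ± 11.2 CPM (log2 fold change -0.81, standard error 0.38, adjusted p = 0.44 from edgeR). Both were called lower without unsorted replicate 2 and were called in no other alternative. The assays and the samples differ. The paper's other markers of the same comparison went its way without being called: PECAM1 had a log2 fold change of 1.44, CDH5 1.52, VWF 1.44, ENG 1.47, KDR 1.16, ITGA6 0.27, ITGB4 1.73 and ITGB3 0.68. PECAM1, CDH5, ENG and KDR were called higher by DESeq2, with no filter and without unsorted replicate 2, PECAM1, CDH5 and KDR also without control replicate 1, and ITGB4 with no filter. HSPA5, which encodes GRP78, for which the paper reports higher staining, had a log2 fold change of -0.13, and ITGAV, which the paper reports as higher by RT-qPCR at 14 days and includes among the proteins higher by Western blot at 7 and 14 days, -0.07.

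The paper labels the genes of Fig. 9C as differentially expressed and higher in sorted DPSCs. All 43 had a positive log2 fold change and 19 were called. The number called was 32 with no fold minimum, 26 with library totals, 24 without either control library and 23 by DESeq2 and with no filter.

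The paper states that the profiles of HUVECs and DPSCs treated with DMP1 in Fig. 9A did not differ significantly. It rests this on ANOVA and Tukey tests between groups, while the calls here are gene by gene, an unlike measure. Of the 50 genes of Fig. 9A 41 were not called. Over all genes, a set beyond that statement, 849 were called at an adjusted p under 0.05 with a fold change above 2. The number called of the 50 was 9, and 12 with no filter, with only these groups fitted and by DESeq2. At an adjusted p under 0.0005, the paper's threshold as printed, 24 were called over all genes and 0 of the 50. The paper gives no count for this comparison.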

Other observations

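In unsorted DPSCs treated with DMP1 against control DPSCs, edgeR called 2 genes, with 2496 at an unadjusted p under 0.05 and 389 called by DESeq2. MIR34AHG, the host transcript of the microRNA miR-34a, stood at 12.9 ± 2.81 CPM with DMP1 and 0.935 ± 0.216 CPM in control (log2 fold change 3.78, standard error 0.26, adjusted p = 0.014 from edgeR's quasi-likelihood test). PRR29, which overlaps the endothelial gene ICAM2 on the other strand, stood at 35.2 ± 0.598 CPM and 9.15 ± 1.90 CPM (log2 fold change 1.95, standard error 0.17, adjusted p = 0.048 from edgeR). Fitting only the 2 groups compared lost both calls, and the replicate block and RLE each lost 1. Both calls were lost without either HUVEC library, either sorted library or control replicate 2. None of 57 endothelial genes was called over all genes, 44 were higher when adjusted over the list alone, 49 had an unadjusted p under 0.05 and DESeq2 called 40 (camera adjusted p = 1.4e-49, and adjusted p = 0.25 with an estimated correlation). Among 23 HOX genes edgeR called 0, 9 were higher when adjusted over the list alone, 14 had an unadjusted p under 0.05 and DESeq2 called 7 (camera adjusted p = 2.0e-14, and adjusted p = 0.25 with an estimated correlation). Genes called over all genes numbered 262 without control replicate 1, 51 without unsorted replicate 1, 1164 without unsorted replicate 2 and 0 without either HUVEC or either sorted library, and endothelial genes called higher numbered 33, 4 and 30 without the first, second and last of these DPSC libraries. HOX genes called higher numbered 6 without control replicate 1 and 8 without unsorted replicate 2.

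In the same comparison edgeR called 0 genes of each of the following lists, while camera called each list (adjusted p from 7.9e-12 to 0.022, and adjusted p from 0.21 to 0.30 with an estimated correlation). Toward DMP1 were proliferation (30 genes, median log2 fold change 0.49), basement membrane (21 genes, 0.50), Notch (18 genes, 0.84), epithelial (7 genes, 0.99), arterial (12 genes, 1.09) and venous and lymphatic genes (10 genes, 0.77), with 1, 5, 7, 2, 7 and 2 genes higher when adjusted over the list alone, 16, 11, 7, 4, 7 and 5 at an unadjusted p under 0.05 and 1, 5, 5, 2, 4 and 1 called higher by DESeq2. Toward control were the genes of hypoxia and glycolysis (18 genes, -0.54), interstitial matrix (32 genes, -0.38), inflammation (21 genes, -0.67), mesenchyme (26 genes, -0.53) and cranial neural crest (20 genes, -0.62), with 0, 0, 1, 0 and 0 lower and 0, 0, 1, 0 and 1 higher when adjusted over the list alone, 10, 5, 11, 8 and 6 at an unadjusted p under 0.05 and 0, 1, 1, 0 and 1 called lower by DESeq2, which called 1 inflammatory and 1 cranial gene higher. Without unsorted replicate 2 edgeR called 2, 3, 5, 3, 2 and 1 genes of the first 6 lists higher, 3, 11, 2, 8 and 1 of the other 5 lower, 1 Notch gene lower and 1 interstitial matrix and 1 inflammatory gene higher. Without control replicate 1 it called 7 basement membrane, 4 Notch, 4 arterial, 1 venous or lymphatic and 1 cranial gene higher, and without unsorted replicate 1 it called 1 proliferation and 1 epithelial gene higher. The camera calls of interstitial matrix, mesenchymal and Notch genes were lost without unsorted replicate 1, that of inflammatory genes without unsorted replicate 2, that of venous and lymphatic genes without either unsorted library or control replicate 2, and that of cranial genes without any 1 of the control or unsorted libraries.

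Other lists, sorted against unsorted DPSCs, were as follows. Of 9 odontoblast and osteoblast genes 4 were lower (4 when adjusted over the list alone, camera adjusted p = 0.015, and adjusted p = 0.16 with an estimated correlation), among them RUNX2, a transcription factor of bone, and the secreted factors BMP2 and CLEC11A, named after their values were seen. Of 12 arterial genes 3 were higher and 2 lower (3 and 2 when adjusted over the list alone), of 10 venous and lymphatic genes 1 and 2 (2 and 2), of 21 basement membrane genes 2 and 2 (2 and 2), of 16 TGFβ and YAP targets 0 and 3 (1 and 3), and of 20 interferon-stimulated genes 3 and 2 (3 and 2), with camera adjusted p from 0.13 to 0.74. Of 17 cholesterol genes 1 was higher (1 when adjusted over the list alone, camera adjusted p = 0.046, and adjusted p = 0.49 with an estimated correlation). Of 32 ribosomal protein genes 1 was lower, at a median log2 fold change of -0.62 (1 when adjusted over the list alone, camera adjusted p = 0.0019, and adjusted p = 0.86 with an estimated correlation). The unsorted libraries differed in this list: without unsorted replicate 1 the median was -0.21 and edgeR called 0 genes, with 12 at an unadjusted p under 0.05 (camera adjusted p = 0.074), and without unsorted replicate 2 the median was -0.96 and 13 were lower. The count was also 0 without any 1 of the other libraries and by DESeq2. Of 7 epithelial markers 1 was lower, of 11 markers of neurons or glia 1 was higher and 2 lower, of 21 genes of endoplasmic reticulum stress 2 were lower and of 12 housekeeping genes 2 were lower (1 lower, 2 higher and 3 lower, 2 lower and 2 lower when adjusted over the list alone). Of 9 markers of blood cells and 13 genes of the mitochondrial genome edgeR called 0, also when adjusted over the list alone, with 1 and 0 at an unadjusted p under 0.05 and 1 (lower) and 0 called by DESeq2. Without unsorted replicate 1 edgeR called 1 gene of each list higher, and without either HUVEC library 1 blood cell marker lower. These 6 lists had camera adjusted p from 0.56 to 0.82. GAPDH stood at 3998 ± 49.0 CPM in sorted and 12550.2 ± 3242 CPM in unsorted DPSCs (log2 fold change -1.65, standard error 0.21, adjusted p = 0.0018 from edgeR). The paper's RT-qPCR, for which GAPDH was the reference gene, compared DPSCs with and without DMP1, which is another comparison. For unsorted DPSCs with DMP1 against control, edgeR called 0 of 12 housekeeping genes, GAPDH among them, at a median log2 fold change of -0.12. The lack of a call does not show an equal level of GAPDH, so its use as a reference gene is not judged here.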
